# Thioredoxin A regulates protein synthesis to maintain carbon and nitrogen partitioning in cyanobacteria

**DOI:** 10.1093/plphys/kiae101

**Published:** 2024-02-22

**Authors:** Manuel J Mallén-Ponce, Francisco Javier Florencio, María José Huertas

## Abstract

Thioredoxins play an essential role in regulating enzyme activity in response to environmental changes, especially in photosynthetic organisms. They are crucial for metabolic regulation in cyanobacteria, but the key redox-regulated central processes remain to be determined. Physiological, metabolic, and transcriptomic characterization of a conditional mutant of the essential *Synechocystis* sp. PCC 6803 thioredoxin *trxA* gene (STXA2) revealed that decreased TrxA levels alter cell morphology and induce a dormant-like state. Furthermore, TrxA depletion in the STXA2 strain inhibited protein synthesis and led to changes in amino acid pools and nitrogen/carbon reserve polymers, accompanied by oxidation of the elongation factor-Tu. Transcriptomic analysis of TrxA depletion in STXA2 revealed a robust transcriptional response. Downregulated genes formed a large cluster directly related to photosynthesis, ATP synthesis, and CO_2_ fixation. In contrast, upregulated genes were grouped into different clusters related to respiratory electron transport, carotenoid biosynthesis, amino acid metabolism, and protein degradation, among others. These findings highlight the complex regulatory mechanisms that govern cyanobacterial metabolism, where TrxA acts as a critical regulator that orchestrates the transition from anabolic to maintenance metabolism and regulates carbon and nitrogen balance.

## Introduction

Photosynthetic cell metabolism involves multiple levels of redox reactions that provide energy for the cells while regulating the flux of metabolic pathways. Many of these pathways undergo temporal partitioning into day and night cycles. Redox-active proteins, such as thioredoxins (Trxs), play a crucial role in the determination of metabolic flux by modifying target proteins through thiol modifications. Trxs are small oxidoreductases that contain a redox-active disulfide bond in a conserved WC(G/P)PC motif (Holmgren 1985). Trxs play important functional roles in prokaryotic and eukaryotic organisms, including the reduction and oxidation of cysteine residues and dithiol/disulfide exchange reactions with target proteins (Schürmann and Buchanan 2008). Oxygenic photosynthetic organisms possess different Trx isoforms, which are classified into 7 groups (Trx *h*, Trx *o*, Trx *f*, Trx *z*, Trx *m*, Trx *x*, and Trx *y*; Geigenberger et al. 2017). Three of these isoforms originate from cyanobacteria, namely TrxA or *m-*type, TrxB or *x-*type, and TrxQ or *y-*type (Florencio et al. 2006). Cyanobacteria also have 2 additional Trx groups, TrxC and TrxA3 (López-Maury et al. 2018; Mallén-Ponce et al. 2022).

Early in vitro studies provided evidence for the regulatory role of Trxs in the Calvin Benson (CB) cycle, which includes ATP synthesis and the export of reducing equivalents from chloroplasts (Jacquot et al. 1978; Buchanan et al. 1979). These studies also revealed the molecular mechanism for the light-dependent regulation of different chloroplastidic target proteins. Furthermore, early studies in cyanobacteria demonstrated the ability of Trx to reduce CB cycle enzymes (Yee et al. 1981). Later, genetic studies showed that TrxA is essential for growth in both *Synechocystis* sp. PCC 6803 and *Synechococcus* sp. PCC 6301 (Muller and Buchanan 1989; Navarro and Florencio 1996). *Synechocystis* sp. PCC 6803 (hereafter *Synechocystis*) possesses 1 copy of each of the 4 main types of Trxs: TrxA (*m-*type), TrxB (*x*-type), TrxQ (*y*-type), and TrxC (Florencio et al. 2006), and mutant strains lacking TrxB, TrxQ, and TrxC have provided insights into the specific roles of different Trxs (Pérez-Pérez et al. 2009; López-Maury et al. 2018). A conditional knockdown mutant strain for TrxA (STXA2) was generated, where the *trxA* gene is controlled by the arsenite-inducible promoter P_arsB_ in a neutral site and responds to the presence of arsenite in the medium (hereafter referred to as inducer) (López-Maury et al. 2003; Mallén-Ponce et al. 2021). This mutant shows a strong phenotype when TrxA levels decrease below 10% of those of wild type (WT). Under these conditions, the enzymes fructose-1,6/sedoheptulose-1,7-bisphosphatase (FBP/SBPase) and 2-Cys peroxiredoxin (2-Cys Prx) were identified as TrxA target proteins, demonstrating their participation in activation of the CB cycle and oxidative stress response, respectively (Mallén-Ponce et al. 2021). In contrast to other model cyanobacteria, *Anabaena* sp. PCC 7120 contains 2 TrxA isoforms (Trx-*m*1 and Trx-*m*2), with Trx-*m*1 being more abundant than the other isoform (Mihara et al. 2020). Mutant strains lacking Trx-*m*1 (Δ*trxM1*) or Trx-*m*2 (Δ*trxM2*) were observed to grow similarly to WT under normal photosynthetic conditions (Deschoenmaeker et al. 2018). However, only Δ*trxM1* strain showed substantially suppressed growth under nitrogen-fixing conditions (Deschoenmaeker et al. 2019). In plants, the role of different Trxs has also been analyzed by generating knockdown or knockout mutants (Geigenberger et al. 2017). The *m*-types have been found to contribute ∼70% of the total Trx pool in the Arabidopsis (*Arabidopsis thaliana*) chloroplast (Okegawa and Motohashi 2015). Studies with the *trx m124-2* triple mutant showed that Trx-*m*4 did not accumulate, while Trx-*m*1 and *m2* protein levels were 52% and 13% relative to the WT strain, respectively (Okegawa and Motohashi 2015). Analysis of this strain revealed a substantial *in vivo* role of Trxs in the activation of CB cycle enzymes, export of reducing equivalents through malate and PSII, and cyclic electron transport (Okegawa and Motohashi 2015, 2020).

Cyanobacteria are subject to diurnal light/dark cycles, resulting in important metabolic changes (Welkie et al. 2019). During the light period, cyanobacteria perform photosynthesis, CO_2_ fixation, and de novo synthesis of metabolites (Sarkar et al. 2019; Werner et al. 2019). Recent studies have shown that several proteins in *Synechocystis* sp. PCC 6803, *Synechococcus* sp. PCC 7002, and *Anabaena* sp. PCC 7120 are redox regulated by light/dark cycles, suggesting that the Trx system can modulate the activation of these proteins (Ansong et al. 2014; Guo et al. 2014; Mihara et al. 2020). The redox-sensitive proteins identified in these studies include those involved in amino acid biosynthesis, protein synthesis, and the CB cycle, which is known to be redox-regulated in cyanobacteria. Biochemical studies have shown that translational elongation in *Synechocystis* can be inhibited by reactive oxygen species (ROS), which oxidize elongation factor-Tu (EF-Tu) and elongation factor-G (EF-G) (Kojima et al. 2007, 2009; Yutthanasirikul et al. 2016; Jimbo et al. 2018). Recently, specific cysteine oxidation found in EF-Tu has also been reported to inhibit translation in *Arabidopsis* chloroplasts (Toriu et al. 2023). These findings highlight the critical interaction between Trxs and EF-Tu for the optimal functioning of photosynthesis.

Additionally, cyanobacteria store reserve polymers, such as glycogen, during the light phase, and use them during the dark phase (Díaz-Troya et al. 2014). The transition from the light to the dark phase causes an increase in glycolysis and oxidative pentose phosphate (OPP), which provides a carbon source and energy for cell maintenance in the dark phase (Knowles and Plaxton 2003; Shinde et al. 2020). The glucose-6-phosphate dehydrogenase enzyme (G6PDH), which is the first enzyme in the OPP pathway, has been reported to be regulated by its allosteric activator OpcA (Hagen and Meeks 2001). OpcA can be reduced by Trx-*m*1 or Trx-*m*2, resulting in the inactivation of G6PDH in *Anabaena* (Mihara et al. 2018).

Proteomic, biochemical, and physiological studies have shown that TrxA plays a role in the redox regulation of the CB cycle and antioxidant response enzymes in cyanobacteria (Mihara et al. 2018; Mallén-Ponce et al. 2021; Fukui et al. 2022). However, several approaches have suggested that TrxA is also involved in the regulation of central cellular processes, such as gene transcription and protein biosynthesis. Despite our extensive knowledge of target proteins, our understanding of the mechanisms of TrxA-mediated central regulatory processes remains limited. To this goal and to investigate whether TrxA acts as a regulatory hub across transitions from anabolic to maintenance metabolism in cyanobacteria, physiological, metabolic, and transcriptomic changes in the STXA2 strain were studied under conditions of TrxA depletion and recovery. TrxA depletion resulted in the arrest of anabolic metabolism, followed by the degradation of light-harvesting complexes, known as chlorosis, and the accumulation of nitrogen and carbon reserve polymers leading to a dormant-like state. This metabolic shift was accompanied by a global transcriptomic reprogramming, suggesting a fine-tuned and orchestrated response. The STXA2 analysis confirmed the indispensable role of TrxA in protein synthesis and cell growth. The effect of reintroducing the inducer into the STXA2 strain with undetectable TrxA levels was also investigated. Almost immediately after inducer readdition, the STXA2 strain initiated the recovery process by mobilizing reserve polymers and starting respiration. This allowed the restoration of protein synthesis, gene transcription, and reconstitution of cellular structures to reestablish cell growth. In summary, our study highlights the role of TrxA in anabolic metabolism by coordinating cyanobacterial physiology through translation regulation.

## Results

### Decrease of TrxA levels leads to the increased cell size and glycogen and cyanophycin accumulation

As described above, STXA2 is a conditional mutant of TrxA that is unable to maintain the cellular redox state, affecting the function of essential processes such as photosynthesis, carbon fixation, and oxidative stress. Under conditions of TrxA depletion, the mutant disassembles the photosynthetic apparatus and arrests growth (Mallén-Ponce et al. 2021). We examined alterations in the morphology, cell size, and ultrastructure in WT and STXA2 cells to try to explain the physiological changes that STXA2 undergoes. A comparative analysis of WT and STXA2 cells using flow cytometry and light microscopy revealed similar results in the presence of inducer (Fig. 1, A to C). After 48 h of inducer removal and with undetectable *trx*A levels (Fig. 1D), a gradual increase in cell size was observed, with an ∼1.5-fold increase in apparent diameter relative to the initial time point (Fig. 1, A to C). Transmission electron microscopy analysis revealed that the ultrastructure of the thylakoid membrane (TM) in WT and STXA2 cells appeared similar in the presence of inducer (Fig. 1E). In both strains, chlorophyll-mediated and phycobilisome-mediated fluorescence was distributed at the cell periphery in the mid-plane (Supplementary Fig. S1). In contrast to STXA2 and after inducer removal, the internal TM system is almost completely lost, and remnants of the TMs remain as disordered sheets that traverse the cytoplasm (Fig. 1E). Additionally, carboxysomes (C) were almost absent, and large inclusion bodies were observed and possibly identified as cyanophycin granules (CGs) in STXA2 in this situation (Fig. 1E). This massive accumulation of CG occupied ∼30% to 60% of the cell surface (Fig. 1E; Supplementary Fig. S2). In addition to the accumulation of cyanophycin, the accumulation of large amounts of glycogen (G) was found in STXA2 cells.

**Figure 1.**
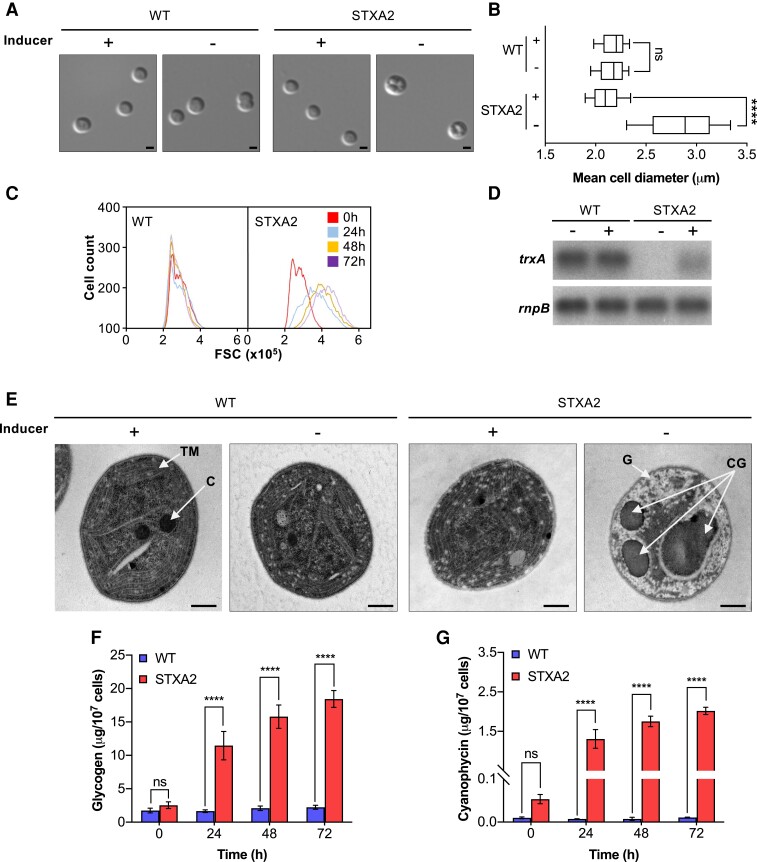
Morphological analysis and quantification of reserve polymers in WT and STXA2 cells. **A)** Light microscopy and **E)** transmission electron images of WT and STXA2 cells before (+0 h) and after inducer removal (−48 h). TM, thylacoid membrane; C, carboxysome; G, glycogen; CG, cyanophycin granules. **B)** Mean cell size from 200 measurements for each strain before (+) and 48 h after inducer removal (−). In box plots, the center line represents the median, the box limits denote the upper and lower quartiles, and the whiskers indicate the interquartile range. Data were obtained by light microscopy using ImageJ software. Scale bars in **A)** and **E)**: 0.5 and 1 *μ*m, respectively. **C)** Flow cytometric analysis of the cell size of WT and STXA2 cells before (0 h) and after inducer removal (24, 48, and 72 h). **D)** Northern blot analysis of *trx*A before (+) and 48 h after inducer removal (−). Total RNA was isolated from WT and STXA2, and 5 *µ*g were blotted and hybridized with *trx*A and *rpn*B probes (loading control). **F)** Glycogen and **(G)** cyanophycin content in the WT and STXA2 cells before (0 h) and after inducer removal (24, 48, and 72 h). The error bars in **B)**, **F)** and **G)** represent the SD of the mean values from 3 independent experiments. The asterisks indicate significant difference using 2-way ANOVA test; ****P < 0.000; ns, no significant difference.

Additionally, the probable accumulation of CG was also observed by light microscopy (Fig. 1A). We determined glycogen and cyanophycin levels over time and observed that, in the presence of inducer, STXA2 had ∼1.5-fold and 4-fold higher levels of glycogen and cyanophycin, respectively, compared with WT (Fig. 1, F and G; Supplementary Fig. S3). Upon inducer removal, there was a strong increase in glycogen and cyanophycin levels, especially during the first 24 h in STXA2. After 48 h, the amount of glycogen and cyanophycin per cell was 7-fold and 40-fold higher, respectively, compared with the initial time (Fig. 1, F and G; Supplementary Fig. S3). The accumulation of storage compounds and the increase in cell size are likely related to inhibition of cell growth, which was completely stopped after 48 h of inducer removal (Mallén-Ponce et al. 2021).

### TrxA is required for the control of protein synthesis

Accumulation of cyanophycin and glycogen has been reported to be triggered by different stress conditions or, more specifically, by inhibition of protein synthesis (Allen et al. 2005; Elbahloul et al. 2005). Therefore, the accumulation of these storage compounds in response to low TrxA levels in STXA2 could be associated with a substantial limitation in protein synthesis. To initially validate this hypothesis, the total protein content of the WT and STXA2 strains was compared at 0 h and after inducer removal (24, 48, and 72 h; Fig. 2, A and B). In the presence of the inducer, the protein content in STXA2 was slightly lower than in WT, while it was reduced to approximately half the initial level in STXA2 24 h after inducer removal. Subsequently, to directly analyze the effect of TrxA downregulation on protein synthesis, we then monitored methionine and cysteine (^35^S-Met/Cys) uptake and ^35^S-Met/Cys incorporation into proteins in WT and STXA2 strains over time. In the presence of inducer, both rates were 30% lower in STXA2 compared with WT, which could be related to a delay in cell growth (Fig. 2C). These differences between the 2 strains were maintained even after different incubation times with ^35^S-Met/Cys (Supplementary Fig. S4, A and B). Furthermore, a 4-fold and 10-fold and 6.5-fold and 20.5-fold decrease in ^35^S-Met/Cys uptake and incorporation was observed, respectively, 24 and 48 h after inducer removal (Fig. 2C). Both processes were substantially affected by the decrease in TrxA levels and appear to be closely related. To determine whether a limitation in protein synthesis leads to a reduction in ^35^S-Met/Cys uptake, we added the translation inhibitor lincomycin to both WT and STXA2 cells in the presence of inducer (Supplementary Fig. S4C). In both strains, the effect of lincomycin on blocking ^35^S-Met/Cys incorporation and uptake was drastic. In addition to the above, STXA2 cells showed a more pronounced decrease in ^35^S-Met/Cys incorporation into proteins than in ^35^S-Met/Cys uptake. The ratio of ^35^S-Met/Cys incorporation to uptake decreased from 0.82 in STXA2 in the presence of inducer to 0.37 after 48 h of inducer removal, whereas it remained constant in the WT strain (Supplementary Fig. S4D).

**Figure 2.**
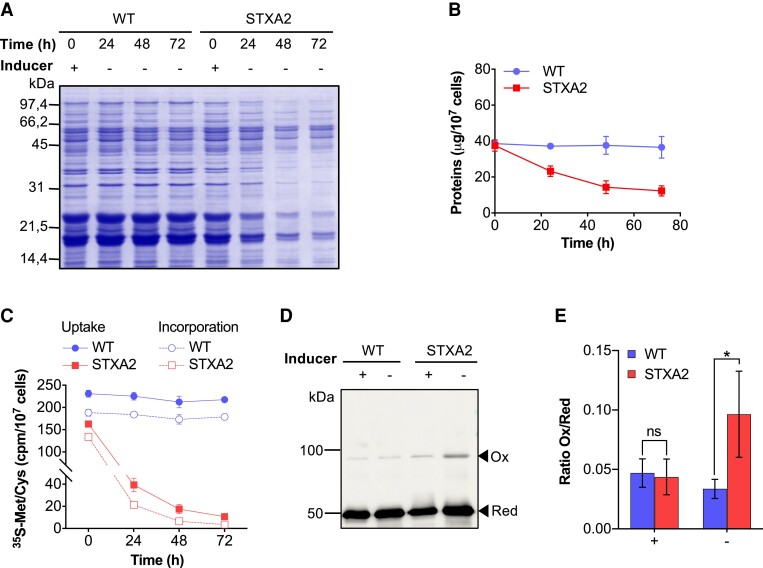
Effects of decreased TrxA levels on protein synthesis in the STXA2 strain. **A)** Coomassie Brilliant Blue–stained SDS-polyacrylamide gel of cell-free extracts from WT and STXA2 before (+0 h) and after inducer removal ([−] 24, 48, and 72 h). Samples equivalent to 4 × 10^7^ cells were taken at the indicated time and fractionated by reducing SDS-PAGE. **B)** Total protein content and **C)**^35^S-Met/Cys uptake and incorporation in WT and STXA2 cells before (+0 h) and after inducer removal (24, 48, and 72 h). Cpm, counts per minute. **D)***In vivo* redox state of EF-Tu. Western blot analysis was performed using cells from WT and STXA2 strains collected before (+) and 48 h after inducer removal (−). Cells were treated with NEM, cell extracts were obtained and proteins were fractionated by nonreducing SDS-PAGE. Ox, oxidized; Red, reduced forms. **E)** The ratio of oxidized to reduced EF-Tu fraction in the WT and STXA2 strains is shown. The error bars in **B)**, **C)**, and **E)** represent the SD of the mean values from 3 independent experiments. The asterisks indicate significant difference using 2-way ANOVA test; *P < 0.05; ns, no significant difference.

We also analyzed whether the total amino acid pool was altered by TrxA depletion. Indeed, inducer removal caused a change in the amino acid pool in STXA2 due to a limitation of protein synthesis, possibly triggering cyanophycin accumulation (Supplementary Fig. S5). In the presence of inducer (0 h), the levels of aspartate, serine, alanine, glycine, valine, proline, isoleucine, and leucine were ∼1.5-fold to 2.5-fold higher than those of WT, while phenylalanine and tryptophan levels were ∼1.5-fold to 2-fold lower than those of WT (Supplementary Fig. S5). After inducer removal (48 h), alanine, serine, and glycine levels increased up to 3-fold to 4-fold, while valine, leucine, threonine, glutamine, isoleucine, and asparagine levels increased 2-fold to 3-fold relative to the initial time.

Several proteomics studies have identified potential TrxA targets involved in different biological processes, including protein synthesis (Pérez-Pérez et al. 2006; Mata-Cabana et al. 2007). In *Synechocystis*, ROS have been shown to inactivate translational elongation, and EF-Tu has been identified as a target. Since oxidized EF-Tu can be reduced and reactivated by Trx *in vitro* and *in vivo* (Yutthanasirikul et al. 2016), we analyzed the redox state of EF-Tu in the STXA2 strain. We added *N*-ethylmaleimide (NEM) to cell suspensions before and after inducer removal and analyzed samples by Western blotting using specific antibodies. In the presence of inducer, only a small fraction of EF-Tu was found in the oxidized fraction/dimer fraction in both WT and STXA2. After 48 h of inducer removal, an increase in the oxidized fraction of EF-Tu was observed in the STXA2 strain (Fig. 2D), resulting in an increase in the oxidized/reduced ratio compared with the WT strain (Fig. 2E).

### Restoring TrxA levels enables a return to a normal cellular state

After 48 h of inducer removal, the cell color changed from blue-green to yellowish (Mallén-Ponce et al. 2021), resulting in arrested cell growth for up to 7 d in a dormant-like state. As glycogen and cyanophycin reserve polymers can be used as a source of carbon and nitrogen sources, we examined the effects of inducer readdition in STXA2 cells that had been starved for 48 h (Fig. 3A). The STXA2 strain showed recovery of cell growth after 24 h of induction (72 h in total; Fig. 3B). Additionally, the cell color of STXA2 cells changed from yellowish to blue-green cells within the first 24 h (Supplementary Fig. S6A). Accordingly, quantitative analysis of chlorophyll and phycobiliproteins showed a substantial increase after 24 h of induction (Supplementary Fig. S6, B and C). Interestingly, TrxA protein levels were restored after 12 h (60 h in total; Fig. 3C), although the number of cells did not increase at this time. Then, we analyzed the degradation of the reserve polymers during recovery. At 6 h after induction, there was a slight but clear decrease in glycogen and cyanophycin content, which continued until levels reached close to those of the WT (Fig. 3, D and E). Finally, to test whether both reserve polymers could be used as a carbon source, we analyzed oxygen evolution during recovery (Fig. 3F). In STXA2, traces of oxygen produced by residual photosynthesis were detected after 48 h of inducer removal. However, only 3 h after induction, STXA2 cells started to consume oxygen despite illumination. The mutant reached the maximum respiration rate after 6 h, and oxygen consumption was observed up to 12 h after induction. Furthermore, photosynthetic oxygen production was detected after 24 h of induction, consistent with the reappearance of photosynthetic pigments (Supplementary Fig. S6, B and C). Consequently, electron microscopic analysis showed a decrease in glycogen and cyanophycin during the recovery process (Fig. 3G). After 24 h of induction, STXA2 cells had reconstituted TMs in parallel stacks, and carboxysomes became visible.

**Figure 3.**
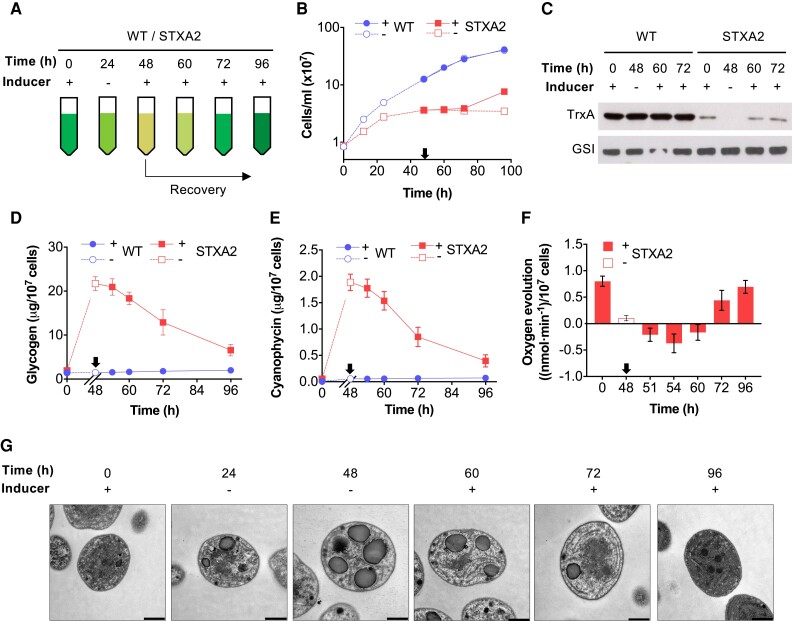
The analysis of cell growth, morphology, cyanophycin and glycogen levels and oxygen evolution during the recovery of STXA2. **A)** A schematic representation of the experimental procedure to analyze the effect of inducer readdition (recovery) to the STXA2 strain after 48 h without inducer. **B)** Growth curve of the STXA2 strain after inducer addition to cells from which inducer had been withdrawn for 48 h. The WT strain was used as a control. **C)** TrxA protein levels in WT and STXA2 after inducer readdition. Glutamine synthetase I (GSI) protein was used as a control. **D)** Glycogen and **E)** cyanophycin levels in WT and STXA2 after inducer readdition. **F)** Oxygen evolution in STXA2 cells after inducer readdition. **G)** Transmission electron microscopic images of STXA2 cells after inducer addition. The total time of 60, 72, and 96 h correspond to 12, 24, and 48 h after inducer readdition, respectively. Scale bar: 0.5 *μ*m. The error bars in **B)**, **D)**, **E)**, and **F)** represent the SD of the means values from 3 independent experiments. Inducer addition is indicated by arrows.

Blocking protein synthesis leads to a strong accumulation of cyanophycin, which is a nitrogen-rich polymer of asparagine and arginine. We hypothesize that when TrxA levels are below 2% of WT, cyanophycin accumulates and can be used as an intracellular amino acid source to reactivate protein synthesis. To test this hypothesis, we analyzed the incorporation of ^35^S-Met/Cys into proteins and the uptake of ^35^S-Met/Cys into cells (Fig. 4A). Surprisingly, we observed low levels of both up to 72 h after induction in STXA2 cells, possibly related to the presence of cyanophycin and intracellular amino acids. In contrast to the previous results, the ratio of ^35^S-Met/Cys incorporation and ^35^S-Met/Cys uptake and total protein levels were fully recovered after 24 to 48 h of induction (72 to 120 h of total time; Fig. 4, B and C). Some of the photosynthetic and CB cycle proteins that had decreased after removal of the inducer returned to their initial levels during the recovery period (Fig. 4, D and E). Analysis of the levels of these proteins showed no significant changes in the abundance of the D1 subunit of PSII, the PsaB subunit of PSI, the RbcL subunit of the RuBisCo enzyme, and the FBP/SBPase enzyme during the first 12 h of recovery. However, an increase was observed between 24 and 48 h (72 to 96 h of total time) after inducer readdition (Fig. 4, D and E). After the addition of the inducer and subsequent restart of protein synthesis, there was a decrease in amino acid levels that had increased in the absence of the inducer (Fig. 4F; Supplementary Fig. S7), although recovery times varied. Arginine levels increased 20-fold after 24 h of induction due to cyanophycin degradation (Fig. 4F). Interestingly, aspartate levels increased only 1.7-fold after 24 h of induction (Supplementary Fig. S7). Finally, a change in the *in vivo* oxidation state of EF-Tu factor and 2-Cys Prx was observed after inducer readdition, resulting in a decrease in the oxidized/reduced ratio (Supplementary Figs. S8 and S9).

**Figure 4.**
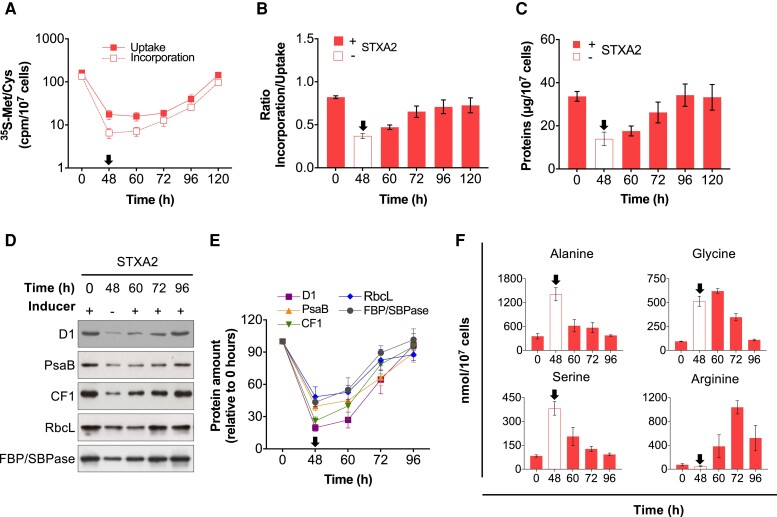
Effects of recovery of TrxA levels on protein synthesis in the STXA2 strain. **A)**^35^S-Met/Cys uptake and incorporation, **B)**^35^S-Met/Cys incorporation/uptake ratio, and **C)** total protein content in the STXA2 strain during the recovery. The time points of 60, 72, 96, and 120 h correspond to 12, 24, 48, and 72 h after inducer readdition, respectively. **D)** Western blot analysis of the indicated proteins. Samples equivalent to 4 × 10^7^ cells were taken in the presence of inducer (+0 h), 48 h (−) after inducer removal, and after inducer readdition (60, 72, and 96 h). Total proteins were isolated, resolved on SDS-PAGE, blotted, and incubated with specific antibodies. **E)** Quantification was performed on the indicated proteins during the recovery relative to the signal with the inducer (0 h). Quantifications were made using ImageJ software. **F)** Amino acid content in STXA2 cells in the presence of inducer (0 h), 48 h after inducer removal, and after inducer readdition (60, 72, and 96 h). The error bars in **A)**, **B)**, **C)**, **E)**, and **F)** represent the SD of the mean values from 3 independent experiments. Inducer addition is indicated by arrows.

### The transcriptome of TrxA depletion

To gain further insight into the redox crisis caused by TrxA depletion, we analyzed the transcriptome of STXA2 cells with different levels of TrxA. Total RNA was extracted from WT and STXA2 cells in the presence of inducer and STXA2 cells after inducer removal (24 and 48 h) and inducer readdition (60 and 72 h). 

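The deposited table covers 17 libraries from 2 strains of Synechocystis. WT cells with inducer have n = 2 libraries, and STXA2 cells at 0 h, with inducer, have n = 3. The strain carries the only copy of trxA behind an arsenite-inducible promoter, and the inducer was 1 mM arsenite. STXA2 cells at 24 and 48 h after removal of the inducer have n = 3 each, as do cells at 60 h (12 h after readdition) and 72 h (24 h after readdition). The paper describes its replicates as independent experiments. Whether libraries of different times came from the same cultures is not given in the sources used here. They were compared as independent samples. WT cells without inducer were not analysed here, so removal of arsenite and loss of TrxA coincide in the time course.

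Reads were aligned with Bowtie2 and quantified with StringTie by the authors. Values in the deposited table are FPKM for 5353 transcripts, 4957 on the chromosome and 396 on 4 plasmids, and they were used without realignment. Among the chromosomal entries are 3279 genes, 1070 antisense RNAs (asRNAs), 323 non-coding RNAs (ncRNAs), 42 tRNAs and 6 rRNAs. Another 237 entries, with a median length of 49 nt, share a locus tag with a longer one. Sequencing depth, recovered from the step between neighbouring FPKM values, was 1.42 to 2.11 Gb of covered sequence in 16 of 17 libraries. Within groups, the lowest correlation between replicates on the log scale was 0.986 in WT, 0.978 at 0 h, 0.986 at 24 h, 0.980 at 48 h, 0.977 at 60 h and 0.967 at 72 h.

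FPKM were divided by a trimmed-mean scaling factor, and log2 of the result plus 1 was compared with limma. STXA2 with inducer was compared with WT in 1 fit of 5 libraries (4569 transcripts tested), and times were compared within STXA2 in another fit of 15 libraries (4600 transcripts tested). A transcript was called higher or lower at |log2 FC| of 0.9 or more with a Benjamini-Hochberg adjusted p of 0.05 or less. Levels are given as scaled FPKM, mean ± SD over the libraries of a group. Because 1 is added before taking the logarithm, fold changes of transcripts present at a few FPKM are understated. Summed FPKM rose from a median of 1058785 at 0 h to 1122827 at 24 h and 1210654 at 48 h, and stood at 1221007 at 60 h, 1220628 at 72 h and 1187212 in WT. The sum includes the ncRNA ncl1680, whose mean went from 220200 FPKM at 0 h to 421500 at 48 h. It therefore does not show a general rise of transcripts. Because the balance of directions depends on the scaling, counts of higher and lower transcripts are also given for the FPKM as deposited, without scaling factors.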

On the one hand, we compared the gene expression levels of the WT and STXA2 strains in the presence of inducer. On the other hand, we compared the gene expression response of STXA2 cells with inducer removal (24 and 48 h) and readdition (60 and 72 h). In this case, the fold changes in transcript levels were relative to the abundance of transcripts in STXA2 cells growing in the presence of inducer.

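Although both strains received inducer, trxA itself was lower in STXA2 than in WT. trxA (slr0623), which encodes thioredoxin A, was at 446 ± 38.9 scaled FPKM in STXA2 (SD, n = 3) and 2248 ± 10.8 in WT (SD, n = 2), a 5.04-fold difference (log2 FC = -2.33, SE 0.09, limma adjusted p = 2.14e-05; chromosome NC_000911.1, 2961120 to 2961443). Of 26 nitrogen assimilation genes 3 were lower as well and 1, the regulator gene cfrA (sll0944), higher, with a median log2 FC of 0.26 (camera in limma, adjusted p = 0.163; 4 lower and 1 higher as deposited). Lower were gifA (ssl1911) and gifB (sll1515), whose products inactivate glutamine synthetase (log2 FC = -2.18 and -2.13), and glnN (slr0288), a second glutamine synthetase (-1.57). Other large rises were those of the protein kinase gene sll0782 (log2 FC = 1.50, SE 0.19, limma adjusted p = 0.00317) and the ferredoxin gene slr0148 (log2 FC = 1.40, SE 0.11, limma adjusted p = 0.000539). petJ (sll1796), encoding cytochrome c553, and nadA (sll0622), of NAD synthesis, were each 2.55 to 2.56 times as high as in WT.

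Over all 4569 transcripts tested, 1303 had an adjusted p of 0.05 or less in limma whatever their fold change. This number leans on single libraries: it was 674 without STXA2 0 h replicate 3, 1074 without replicate 2 and 1520 without replicate 1. It was lower without either WT library, but such a fit leaves 1 in that group. With a replicate block it was 326, in a fit with fewer residual degrees of freedom. Falls in these fits therefore do not single out particular libraries. With n = 2 in WT, small differences in fold carry little weight.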

In the presence of the inducer, 302 transcripts showed a significant change between both strains (Fig. 5A; Supplementary Table S1). However, only 94 transcripts showed a significant change in their expression level [log_2_ fold change (FC)| ≥ 0.9 and adjusted *P*-value ≤ 0.05], with 37 genes upregulated and 41 genes downregulated in STXA2 compared with WT (Fig. 5A). 

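Transcripts that passed both thresholds between STXA2 and WT went in both directions, and most were protein-coding. Among chromosomal genes, 65 were higher and 66 lower of 3275 tested. An operon of minor pilins stood out among the former: pilA9 (slr2015) was at 199 ± 5.34 scaled FPKM in STXA2 (n = 3) against 88.7 ± 0.176 in WT (n = 2), with log2 FC of 1.16, 1.00, 1.21 and 1.12 for slr2015 to slr2018 (SE 0.07 to 0.08 in limma). psbD2 (slr0927), a gene for the D2 protein of photosystem II, and hspA (sll1514), a small heat shock protein, were lower (-1.01 and -1.17), hspA only with both WT libraries in the fit. The log2 FC of slr2016 and slr2018 were 0.77 and 0.88 as deposited, below the threshold.

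In total limma called 195 transcripts, 104 higher and 91 lower in STXA2. On the FPKM as deposited it called 248, 55 higher and 193 lower, around a median log2 FC of -0.22, so the balance between directions depends on the scaling. Among all transcripts tested, called or not, replicates of the 2 strains did not overlap for 58.0%, where chance alone separates 20% at these group sizes. Of 11 type 4 pilin genes, 4 were higher with the trimmed mean (camera in limma, adjusted p = 0.00566, 0.554 with an estimated correlation), and 2 higher and 1 lower as deposited.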

All other transcripts were noncoding RNAs (ncRNAs) and antisense RNAs (asRNAs). 

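Beyond genes, the calls between STXA2 and WT included regulatory RNAs. ncr0700 (chromosome NC_000911.1, 1678974 to 1679224), the RNA named PmgR1, was at 7389 ± 2908 scaled FPKM in STXA2 (SD, n = 3) and 2849 ± 988 in WT (SD, n = 2), with log2 FC = 1.35, SE 0.33, limma adjusted p = 0.0270. This call was lost on leaving out either WT library or STXA2 0 h replicate 3. Norf8, a short transcript at 3067172 to 3067306 that is counted among the genes here and not as an ncRNA, was 2.44 times as high as in WT (log2 FC = 1.29, SE 0.13, limma adjusted p = 0.00130). An asRNA of gifB, sll1515-as2, fell to 84.3 ± 5.11 from 389 ± 4.73 (log2 FC = -2.19, SE 0.08, limma adjusted p = 2.14e-05), in parallel with gifB itself.

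By class, limma called 19 ncRNAs higher and 9 lower of 307 tested, and 7 asRNAs higher and 7 lower of 325. On plasmids 7 transcripts were higher and 7 lower of 382, and no tRNA or rRNA was called. Another 6 higher and 2 lower were short entries that share a locus tag with a gene.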

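The strongest decreases in STXA2 relative to WT were in genes that the ferric uptake regulator Fur controls. isiA (sll0247), the iron-stress chlorophyll-binding protein, was at 74.0 ± 15.8 scaled FPKM in STXA2 (SD, n = 3) and 4304 ± 199 in WT (SD, n = 2), 58.2-fold lower (log2 FC = -5.86, SE 0.16, limma adjusted p = 1.29e-05; chromosome NC_000911.1, 1517576 to 1518604). isiB (sll0248), which encodes flavodoxin and lies beside it, fell 36.0-fold (log2 FC = -5.17, SE 0.24, limma adjusted p = 5.56e-05). Genes for iron uptake through the outer membrane fell together: exbB (sll1404) to 110 ± 13.9 from 899 ± 71.7 (log2 FC = -3.03, SE 0.12, limma adjusted p = 2.24e-05), exbD (sll1405) by a log2 FC of -2.96 and fhuA (sll1406) by -3.36. The transcript of the regulator, fur (sll0567), was at 65.9 ± 3.99 and 59.0 ± 3.36 (log2 FC = 0.16, SE 0.09, limma adjusted p = 0.233).

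Of 43 measured genes listed in Supplementary Table S2, 30 were called lower and 0 higher in limma, with a median log2 FC of -1.36, and 33 were lower on the FPKM as deposited. Those 30 are part of the 66 chromosomal genes called lower. With p adjusted over the list alone the count was also 30. A competitive test of the list (camera in limma) gave adjusted p = 4.23e-24 at the preset correlation of 0.01 and 0.554 with an estimated correlation. The members share operons, so they are far from independent.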

Notably, most of the downregulated genes comprised the FurA regulon (Supplementary Table S2). On the other hand, transcripts encoding Rubisco and carboxysome operons, as well as metabolic (sll0944/CfrA) and transcriptional (sll1330/Rre37) regulators directly involved in carbon metabolism, were upregulated (Tabei et al. 2007; Muro-Pastor et al. 2020).

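With inducer present, genes of the Rubisco operon and 2 genes of the carboxysome operon were higher in STXA2 than in WT. Transcripts of the Rubisco operon about doubled with the trimmed mean: rbcL (slr0009) was at 4540 ± 188 scaled FPKM (SD, n = 3) against 2274 ± 76.3 in WT (SD, n = 2; log2 FC = 1.00, SE 0.07, limma adjusted p = 0.000399), and rbcX (slr0011) and rbcS (slr0012) had log2 FC of 1.12 and 1.13. In the carboxysome operon, ccmM (sll1031) rose to 594 ± 57.6 from 247 ± 13.6 (log2 FC = 1.26, SE 0.10, limma adjusted p = 0.000505) and ccmN (sll1032) to 364 ± 21.1 from 145 ± 7.35 (log2 FC = 1.32, SE 0.08, limma adjusted p = 0.000165). cfrA (sll0944; chromosome NC_000911.1, 2266850 to 2267231), a carbon flow regulator, was 3.91-fold higher (log2 FC = 1.97, SE 0.11, limma adjusted p = 0.000125). rre37 (sll1330), a response regulator of sugar metabolism, was at 271 ± 33.1 and 108 ± 6.09 (log2 FC = 1.31, SE 0.11, limma adjusted p = 0.000715).

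**Figure D1:**
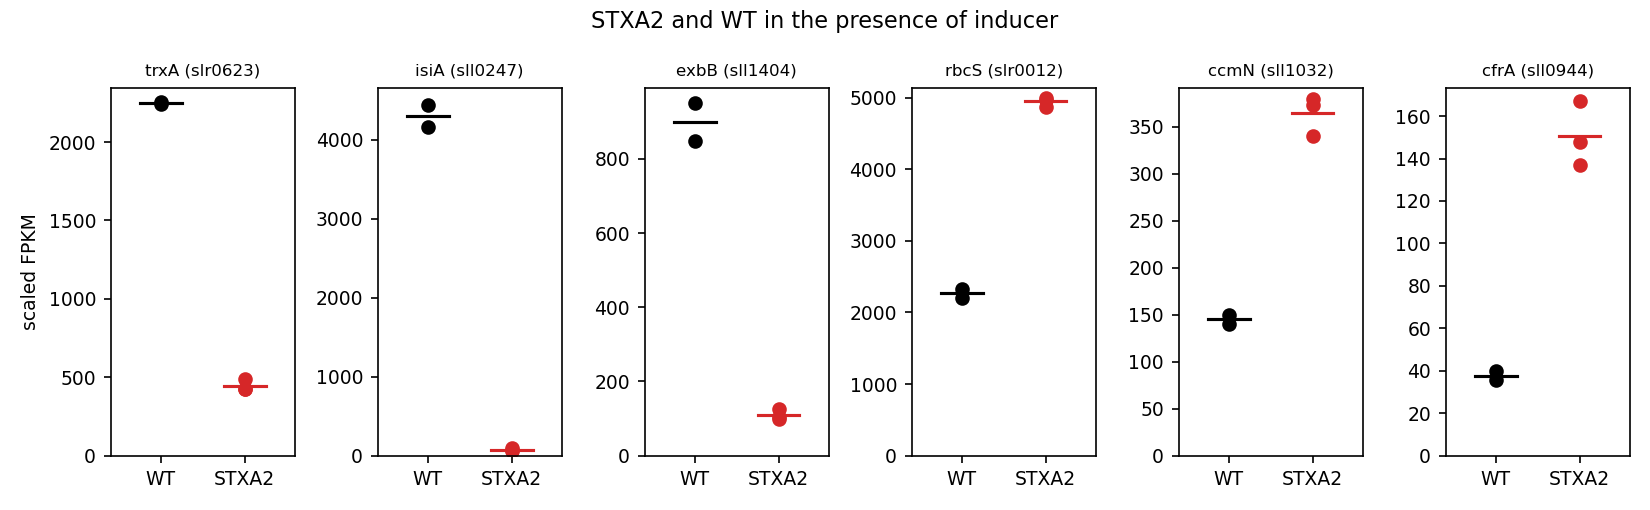
Scaled FPKM of trxA, isiA, exbB, rbcS, ccmN and cfrA in each library of WT (n = 2) and STXA2 with inducer (n = 3), with a line at the mean. The limma log2 FC of STXA2 against WT was 1.13 for rbcS and 1.97 for cfrA.

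Of 8 genes in the 2 operons together, 5 were called higher and 0 lower (camera in limma, adjusted p = 4.01e-08, 0.554 with an estimated correlation), and 5 also with p adjusted over the list alone. In wider lists, 3 of 14 genes of Rubisco and the Calvin-Benson cycle were higher (0.00193, 0.637 with an estimated correlation; 0 higher and 1 lower as deposited) and 2 of 9 carboxysome genes (0.0141, 0.691; 2 as deposited). As deposited, rbcL, rbcX and rbcS had log2 FC of 0.76, 0.88 and 0.89 and only ccmM and ccmN were called, so the Rubisco rise sits at the fold threshold.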

**Figure 5.**
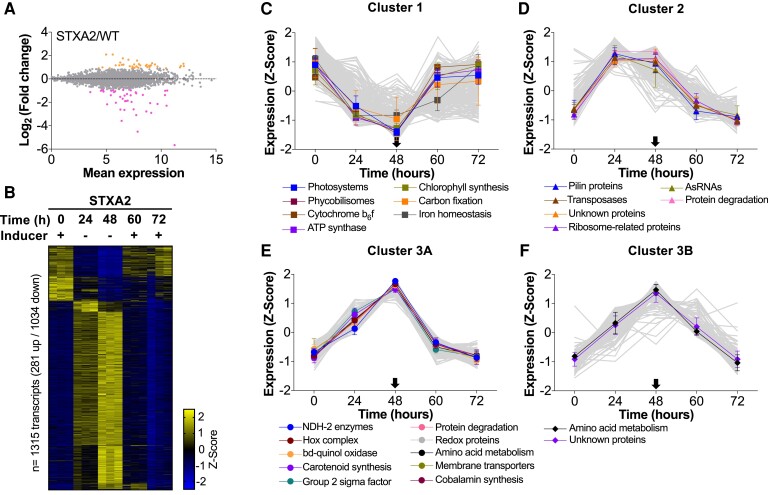
The transcriptomic analysis of the STXA2 strain after depletion and recovery of TrxA levels. **A)** MA plot of Log_2_-fold-change (STXA2/WT) versus mean expression in Log2 scale for each gene was generated using the DEseq2 package. Colored dots indicate differentially expressed genes with (|log_2_ FC ≥ 0.9 and adjusted *P*-value ≤ 0.05). **B)** Heat maps showing the *Z*-score for those transcripts that significantly changed in the STXA2 strain after inducer removal relative to the levels with inducer (0 h; |log_2_ FC| ≥ 0.9 and adjusted *P*-value ≤ 0.05). **C to F)** Representation of the major transcript groups in response to inducer removal and readdition. The error bars represent the SD of the mean values from 3 independent experiments. Inducer addition is indicated by arrows.

In the STXA2 strain, removal of the inducer and subsequent depletion of TrxA resulted in a robust transcriptional response. 

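Removing the inducer nearly emptied the cells of trxA mRNA. trxA (slr0623) fell from 451 ± 38.5 scaled FPKM at 0 h to 2.82 ± 0.629 at 24 h (log2 FC = -6.90, SE 0.16, limma adjusted p = 1.49e-13) and 5.92 ± 1.19 at 48 h (log2 FC = -6.04, SE 0.16, limma adjusted p = 7.85e-13; SD, n = 3 at every time). After readdition it was at 473 ± 10.6 at 60 h and 318 ± 69.0 at 72 h, with log2 FC of 0.07 and -0.52 against 0 h. The arsenic resistance operon, which arsenite itself induces, shut down in parallel: slr0944 went from 6507 ± 384 to 8.07 ± 1.31 at 24 h and 22.0 ± 2.32 at 48 h (log2 FC = -8.15, SE 0.11, limma adjusted p = 2.54e-16; chromosome NC_000911.1, 2010218 to 2011369).

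**Figure D2:**
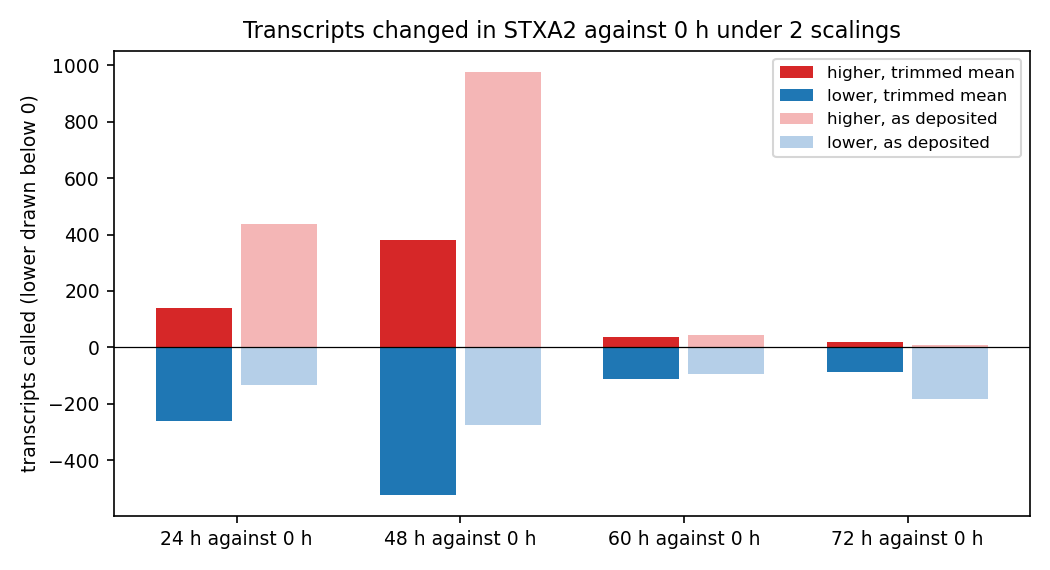
Transcripts called higher or lower than at 0 h at each time (n = 3 per time), with trimmed-mean factors and as deposited. At 48 h limma called 382 higher and 522 lower with the trimmed mean, and 977 higher and 275 lower as deposited.

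Against 0 h, limma called 401 transcripts at 24 h (141 higher, 260 lower), 904 at 48 h (382, 522), 149 at 60 h (37, 112) and 104 at 72 h (18, 86). Without scaling factors the same fit called 570 (437 higher, 133 lower), 1252 (977, 275), 141 (45, 96) and 191 (9, 182). Between 48 and 60 h, 641 transcripts changed (407 higher, 234 lower; 181 and 758 as deposited), and 98 between 60 and 72 h (41 higher, 57 lower; 23 and 183 as deposited). Among all transcripts tested, called or not, replicates did not overlap with those at 0 h for 55.4% at 24 h, 66.3% at 48 h, 36.2% at 60 h and 30.9% at 72 h, where chance alone separates 10%.

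How many transcripts change at 48 h is far above the later times under either scaling, whereas the direction of the majority is not settled by these values.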

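Without inducer, large changes went in both directions. Among the largest rises at 48 h were ndhD2 (slr1291), an NDH-1 subunit, from 52.5 ± 11.6 to 501 ± 15.4 scaled FPKM (SD, n = 3 and n = 3; log2 FC = 3.25, SE 0.19, limma adjusted p = 4.89e-09; chromosome NC_000911.1, 286164 to 287843), and pilA4 (slr1456), a pilin, to 115 ± 8.97 from 16.6 ± 3.94 (log2 FC = 2.75, SE 0.27, limma adjusted p = 8.47e-07). fabG (sll0330), of fatty acid synthesis, rose by a log2 FC of 1.81 at 48 h, and nifS (slr0077) by 1.85 at 24 h. Large falls included cpcG2 (sll1471), a phycobilisome linker (log2 FC = -4.55, SE 0.10, limma adjusted p = 5.27e-14), and cpcC1 (sll1580), a phycocyanin linker (-3.98).

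At 24 or 48 h against 0 h, limma called 956 different transcripts, 409 higher and 547 lower with the trimmed mean. On the FPKM as deposited the number was 1301, 1017 higher and 284 lower. The 2 splits differ because the median log2 FC as deposited was 0.32 at 24 h and 0.42 at 48 h, and trimmed-mean factors set that shift to about 0.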

Statistical analysis identified 1,315 transcripts that showed a significant change in their expression levels (|log_2_ FC| ≥ 0.9 and adjusted *P*-value ≤ 0.05), with 281 upregulated genes and 1,034 downregulated genes (Fig. 5B; Supplementary Table S3). To provide a global view of the most relevant expression patterns, transcripts were grouped using the *k*-means clustering algorithm. The analysis of expression patterns and timing coincidence analysis allow the identification of differentially expressed genes associated with different functional categories, reflecting a chronological order in the transcriptome during inducer removal and readdition.

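By 48 h without inducer, most genes of the photosynthetic complexes had fallen. cpcB (sll1577), the phycocyanin beta subunit, went from 23750 ± 789 scaled FPKM at 0 h to 1129 ± 146 (SD, n = 3 each; log2 FC = -4.40, SE 0.16, limma adjusted p = 4.14e-11; chromosome NC_000911.1, 726948 to 727718). psaB (slr1835), of the photosystem I core, fell from 13690 ± 663 to 2400 ± 306 (log2 FC = -2.52, SE 0.16, limma adjusted p = 8e-09; 944187 to 946382), and psbO (sll0427), of the water-splitting complex, 7.07-fold (log2 FC = -2.82, SE 0.10, limma adjusted p = 2.54e-11). atpA (sll1326), the ATP synthase alpha subunit, dropped to 106 ± 16.6 from 768 ± 82.2 (log2 FC = -2.85, SE 0.17, limma adjusted p = 4.37e-09). For CO2 fixation, rbcL (slr0009) was at 1521 ± 76.0 (log2 FC = -1.59, SE 0.15, limma adjusted p = 7.4e-07) and glpX (slr2094), a Calvin-Benson cycle phosphatase, had a log2 FC of -1.59.

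**Figure D3:**
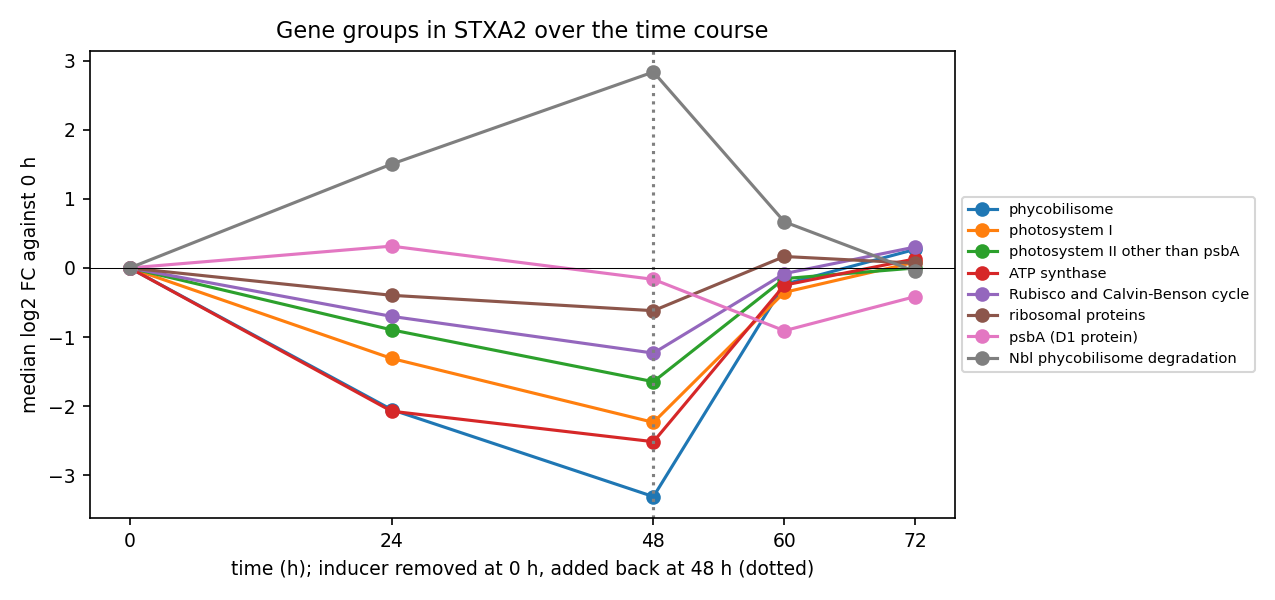
Median log2 FC against 0 h for groups of genes at each time (n = 3 per time), with a dotted line where inducer was added back at 48 h. At 48 h the medians were -3.31 for the phycobilisome, -2.24 for photosystem I and -0.17 for psbA.

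At 48 h limma called lower 13 of 13 phycobilisome genes (camera adjusted p = 1.93e-12, 0.0863 with an estimated correlation), 11 of 12 of photosystem I (8.48e-09, 0.0209), 19 of 23 of photosystem II without psbA (5.52e-13, 0.0117) and 10 of 10 of ATP synthase (4.18e-08, 0.208). Of 14 genes of Rubisco and the Calvin-Benson cycle, 10 were lower (2.83e-06, 0.223), and none of these lists held a higher gene. As deposited the numbers lower were 12, 11, 17, 10 and 7, and with p adjusted over each list alone the counts were the same. The photosystem I gene left uncalled is psaE (ssr2831), listed at 0 in some replicates of 0 and 48 h, so its change is not known. Clusters of the paper were drawn from these libraries, so they are no independent test of direction. Measured members of a cluster are those joined by name to a tested chromosomal transcript, so members on plasmids are left out. Of the 241 measured members of Cluster 1, 158 were lower at 24 h and 239 at 48 h (99 and 215 as deposited).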

Genes that respond negatively are grouped into a large cluster, termed Cluster 1, and are related to photosynthesis, ATP synthesis, and CO_2_ fixation (Fig. 5C; Supplementary Table S4). Most of these genes are progressively repressed after inducer removal but recover their initial levels after 12 h of inducer readdition. 

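12 h after readdition most photosynthesis transcripts stood close to their 0 h level. cpcB (sll1577) rose 4.16 log2 units between 48 and 60 h (n = 3 each; SE 0.16, limma adjusted p = 1.3e-10), and atpA (sll1326) 2.69 (SE 0.17, adjusted p = 1.42e-08). psaB (slr1835) reached 8348 ± 178 scaled FPKM at 60 h (log2 FC = -0.71, SE 0.16, limma adjusted p = 0.00670 against 0 h) and 13740 ± 3867 at 72 h (log2 FC = -0.03). Of 53 ribosomal protein genes, 24 were higher at 60 h than at 48 h with the trimmed mean and 4 as deposited (camera in limma, adjusted p = 6.66e-15, 0.111 with an estimated correlation).

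Between 48 and 60 h, limma called higher 13 of 13 phycobilisome genes (camera adjusted p = 2.23e-14, 0.0596 with an estimated correlation), 11 of 12 of photosystem I (2.46e-09, 0.0169), 18 of 23 of photosystem II (3.97e-14, 0.00965) and 10 of 10 of ATP synthase (6.2e-09, 0.172). Against 0 h none of these genes was called at 60 h, although median log2 FC were still -0.35 in photosystem I (camera adjusted p = 0.0186, 0.547 with an estimated correlation) and -0.15 in photosystem II (0.0283, 0.547). The call of photosystem I at 60 h was lost without 60 h replicate 3 (camera adjusted p = 0.0624), and that of photosystem II without 0 h replicate 2 (0.105) or 60 h replicate 3 (0.0693). The 241 measured members of Cluster 1 had median log2 FC of -1.09, -1.74, -0.38 and -0.03 at 24, 48, 60 and 72 h. At 60 h 46 of them were still called lower, and 10 at 72 h. As deposited those were 43 and 30, with a median log2 FC of -0.28 at 72 h. That is close to the median of all tested transcripts as deposited at 72 h, -0.244, and so is not particular to this cluster. How many members stay lower at 72 h depends on the scaling.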

Interestingly, genes encoding the D1 protein of PSII, whose protein levels decrease substantial, do not follow this pattern of gene expression. 

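Transcripts for the D1 protein were not called at 48 h, when most of photosystem II had fallen. psbA2 (slr1311) was at 9374 ± 719 scaled FPKM at 0 h and 6009 ± 683 at 48 h (SD, n = 3 each; log2 FC = -0.65, SE 0.14, limma adjusted p = 0.00103; chromosome NC_000911.1, 7229 to 8311). psbA3 (sll1867) was at 3596 ± 224 and 3210 ± 246 (log2 FC = -0.17, SE 0.12, limma adjusted p = 0.246), and the little-used psbA1 (slr1181) had a log2 FC of 0.01. At 60 h, after readdition, psbA2 fell to 4113 ± 705 (log2 FC = -1.20, SE 0.14, limma adjusted p = 5.04e-05) and psbA3 to 1912 ± 69.5 (log2 FC = -0.91, SE 0.12, limma adjusted p = 0.000113).

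At 48 h limma called 0 of 3 psbA genes (camera adjusted p = 0.558, median log2 FC -0.17, 0.26 as deposited). At 60 h it called 2 lower (0.0162, 0.547 with an estimated correlation), of which psbA3 was not called as deposited (-0.87), nor without 0 h replicate 3 or 60 h replicate 2. psbA2 and psbA3 are near-identical copies, so the division of reads between them is uncertain.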

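Falling non-coding transcripts accompanied the photosynthesis genes, some of them antisense to genes that fell. slr2067-as2, antisense to the allophycocyanin gene apcA, went from 1459 ± 146 scaled FPKM at 0 h to 133 ± 12.0 at 48 h (SD, n = 3 each; log2 FC = -3.44, SE 0.18, limma adjusted p = 1.08e-09), and apcA (slr2067) itself had a log2 FC of -3.31. slr0012-as, antisense to rbcS (slr0012), had -1.75 and slr0513-as, antisense to sufA (slr0513), -3.66. All 3 asRNAs were called lower in limma and were picked as examples after the values were seen. Of the 241 measured members of Cluster 1, 206 are genes, 20 ncRNAs and 14 asRNAs.

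Over the whole table limma called 35 ncRNAs lower and 29 higher at 48 h of 307 tested, and 31 asRNAs lower and 30 higher of 345. Most of the 1070 asRNAs did not pass the filter and were not tested.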

Several ncRNAs and asRNAs were also identified within this cluster. 

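PmgR1, the RNA ncr0700 (chromosome NC_000911.1, 1678974 to 1679224, plus strand), lost most of its level within 2 days without inducer. It was at 7461 ± 2923 scaled FPKM at 0 h, 3507 ± 969 at 24 h and 1599 ± 179 at 48 h (log2 FC = -2.16, SE 0.32, limma adjusted p = 4.52e-05; SD, n = 3 at each time). After readdition it stood at 2740 ± 498 at 60 h (log2 FC = -1.39, SE 0.32, limma adjusted p = 0.00806) and 4737 ± 2204 at 72 h (log2 FC = -0.69, SE 0.32, limma adjusted p = 0.165).

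At 24 h the fall was called with the trimmed mean (log2 FC = -1.06, SE 0.32, limma adjusted p = 0.0157) but not as deposited (-0.73), nor without 0 h replicate 1 or 24 h replicate 1. The spread at 0 h and 72 h is wide, so how far it recovered is poorly fixed.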

Among the ncRNAs that were downregulated after inducer removal, we found ncr0700/PmgR1, which regulates glycogen accumulation (de Porcellinis et al. 2016).

Genes that respond positively are grouped into various clusters according to the time course of the changes (Fig. 5, D to F; Clusters 2 and 3). 

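2 transposase genes and a gene of polysaccharide export were among those that rose. The transposase gene sll1791 rose at 24 h (31.4 ± 6.43 scaled FPKM at 0 h, 123 ± 19.0 at 24 h; SD, n = 3 each; log2 FC = 1.95, SE 0.23, limma adjusted p = 1.24e-05; chromosome NC_000911.1, 852895 to 853281), and the transposase gene slr1283 at 48 h (log2 FC = 2.14). kpsT (slr2108), of polysaccharide export, rose by 1.64 at 24 h.

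The paper lists 1314 members in Clusters 1, 2, 3A and 3B, of which 1186 were joined by name to a tested transcript, none on a plasmid. Of these 1186 measured members, limma called 597 in the listed direction, 4 in the other and left 585 uncalled with the trimmed mean. On the FPKM as deposited 1093 were called in the listed direction and 0 in the other. Most of the difference lies in Clusters 2 and 3, whose median log2 FC with the trimmed mean stayed under 0.9.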

Cluster 2 comprises many genes that reached peak expression after 24 h of inducer removal (Fig. 5D; Supplementary Table S5). 

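Part of Cluster 2 rose early, and levels were similar at 24 and 48 h. Their median log2 FC against 0 h was 0.68 at 24 h, 0.63 at 48 h, 0.17 at 60 h and -0.04 at 72 h (n = 3 libraries per time). The highest mean fell at 24 h for 121 of 236 measured members and at 48 h for 106. Without scaling factors those numbers were 87 and 147.

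With the trimmed mean, limma called 62 members higher at 24 h and 50 at 48 h. At either time it called 67 higher and 2 lower, and 202 were called in the listed direction as deposited. Whether 24 h or 48 h is the peak for most of the cluster thus changes with the scaling.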

The largest classes of Cluster 2 encode hypothetical or unknown proteins, which may be involved in similar cellular functions, as well as asRNAs. 

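Much of Cluster 2 has no assigned function, and a sizeable part is non-coding. Of 185 genes among its 236 measured members, 88 encode proteins annotated as unknown or hypothetical. Another 29 members are asRNAs.

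At 24 h limma called 16 asRNAs higher and 9 lower among those tested, 14 ncRNAs higher and 13 lower, and 89 genes higher and 173 lower.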

Other differentially expressed genes within this cluster encoded proteases, ribosome-related proteins, putative transposases, and pilin proteins. 

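Some pilin genes rose at 24 h, whereas with the trimmed mean no protease or ribosomal protein gene was called. pilA4 (slr1456) had a log2 FC of 2.76 at 24 h (n = 3 each; SE 0.27, limma adjusted p = 2.46e-06), pilA2 (sll1695) 1.72, and the major pilin gene pilA1 (sll1694) went from 7821 ± 1362 to 17820 ± 2370 scaled FPKM (log2 FC = 1.19, SE 0.20, limma adjusted p = 0.000256). Of 11 pilin genes 4 were called higher (camera in limma, adjusted p = 3.89e-05, 0.0766 with an estimated correlation; 8 as deposited). Transposases make up 24 of the 236 measured members of Cluster 2.

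For proteases, limma called 0 of 18 genes at 24 h with a median log2 FC of 0.20 (camera adjusted p = 0.0710, 0.0188 without 24 h replicate 1 and 0.0101 as deposited), and 1 higher as deposited. Ribosomal protein genes had a median of -0.40 with 0 of 53 called (camera 6.29e-07 towards lower values, 0.251 with an estimated correlation), and none of the 53 is listed in any cluster. 2 proteases are listed in Cluster 2. Over all transcripts, 2217 had an unadjusted p under 0.05 in limma at 24 h.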

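The largest set of rising genes reached its highest level at 48 h, just before inducer was returned. fur (sll0567), the iron regulator, climbed from 66.6 ± 4.01 scaled FPKM at 0 h to 129 ± 9.86 at 24 h and 160 ± 9.53 at 48 h (SD, n = 3 each; log2 FC = 1.26, SE 0.12, limma adjusted p = 7.24e-07; chromosome NC_000911.1, 3552457 to 3552989) and was back within 0.14 log2 units of 0 h at 60 h. Of 593 measured members of Cluster 3A, 584 had their highest mean at 48 h, and of 116 in Cluster 3B 81 did.

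With the trimmed mean, limma called 260 members of Cluster 3A and 30 of Cluster 3B higher at 24 or 48 h, and 1 of 3A lower. As deposited it called 569 and 101 in the listed direction. Median log2 FC at 48 h were 0.81 in 3A and 0.63 in 3B with the trimmed mean, below the threshold of 0.9.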

Cluster 3 contained genes whose expression levels increased progressively, reaching peak expression after 48 h of inducer removal. This cluster can be divided into 2 subgroups according to their time course during recovery: 3A (transcripts that return to initial levels after 12 h) and 3B (transcripts that return to initial levels after 24 h). 

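Medians of both subclusters came back towards 0 after inducer was returned. The median log2 FC of Cluster 3A against 0 h was 0.45 at 24 h, 0.81 at 48 h, 0.16 at 60 h and 0.09 at 72 h (n = 3 libraries per time). Cluster 3B still had 0.58 at 60 h and reached 0.16 at 72 h. hspA (sll1514), a small heat shock protein, had log2 FC of 0.99, 1.81, 2.14 and 1.17 at the 4 times after 0 h.

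Between 48 and 60 h, limma called 152 members of 3A lower (420 as deposited). At 60 h 2 members of 3A and 18 of 3B were still called higher than at 0 h, and at 72 h 2 of 3B. From 60 to 72 h 14 members of 3B fell (29 as deposited).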

Interestingly, Cluster 3A includes genes related to respiratory electron transport pathways (Type 2 NAD(P)H dehydrogenases and cytochrome bd-quinol oxidase), an alternative electron transport pathway (hydrogenase complex), and the carotenoid synthesis pathway (Fig. 5E; Supplementary Table S6). 

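Type 2 NADH dehydrogenases were among the electron transport genes that rose at 48 h. ndbA (slr0851) went from 21.9 ± 2.38 scaled FPKM to 54.4 ± 9.12 (SD, n = 3 each; log2 FC = 1.27, SE 0.15, limma adjusted p = 7.02e-06; chromosome NC_000911.1, 1337299 to 1338726), and ndbB (slr1743) from 25.5 ± 3.07 to 67.5 ± 1.44 (log2 FC = 1.38, SE 0.12, limma adjusted p = 2.31e-07; 1330930 to 1332144). The hydrogenase maturation gene hypA1 (slr1675) rose by a log2 FC of 1.97. For carotenoid synthesis, slr1293 was called just above the threshold (log2 FC = 0.90, SE 0.21, limma adjusted p = 0.00191), a call lost without 0 h replicate 1, 48 h replicate 1 or 48 h replicate 2, and with libraries of 0 and 48 h paired by number.

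By list, limma called higher 2 of 3 NDH-2 genes (camera adjusted p = 0.208), 2 of 8 hyp genes (0.0241, 0.113 with an estimated correlation, 0.0633 with libraries of 0 and 48 h paired by number) and 1 of 10 carotenoid genes (0.534). It called 0 of 2 bd-quinol oxidase genes (median log2 FC 0.75, 0.181) and 0 of 5 structural hydrogenase genes (-0.11, 0.683), where 2757 of 4600 transcripts had an unadjusted p under 0.05. As deposited the numbers higher were 2 for NDH-2, 4 for hyp, 5 for carotenoids, 2 for bd-quinol oxidase and 0 for hox, whose median turned to 0.30.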

Other differentially expressed genes in this cluster include those involved in transcriptional regulation through Group 2 sigma factors, amino acid metabolism, and protein degradation. 

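2 of 4 group 2 sigma factor genes were higher after 48 h without inducer. sigB (sll0306) went from 145 ± 26.2 scaled FPKM to 283 ± 9.50 at 48 h (SD, n = 3 each; log2 FC = 0.98, SE 0.14, limma adjusted p = 3.7e-05; chromosome NC_000911.1, 2269126 to 2270163), and sigC (sll0184) from 51.2 ± 3.30 to 120 ± 7.11 (log2 FC = 1.22, SE 0.10, limma adjusted p = 1.97e-07; 2731560 to 2732774). With the trimmed mean ilvD (slr0452) and ilvC (sll1363), of branched-chain amino acid synthesis, had log2 FC of -1.64 and -1.24, the latter not called as deposited (-0.81). narB (sll1454), of nitrate reduction, had 1.04 and gifB (sll1515) 1.15, while gifA (ssl1911) had -1.25 (-0.83 as deposited, not called).

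By list at 48 h, limma called 4 higher and 3 lower of 26 nitrogen assimilation genes (camera adjusted p = 0.683; 7 and 0 as deposited), and 0 higher and 3 lower of 17 branched-chain and tryptophan genes (0.626; 4 higher and 1 lower as deposited). None of 9 arginine genes was called (0.835; 2 higher as deposited), nor any of 18 proteases (0.347, median 0.11; 2 higher as deposited). For the sigma factor list, camera in limma gave adjusted p = 0.0839, and the call of sigB was lost without 0 h replicate 3.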

Genes encoding NblA1, NblA2, and NblC, which are adaptor proteins for the proteolysis of phycobilisome, were upregulated upon inducer removal. In contrast, Cluster 3B contained many transcripts encoding unknown proteins (Fig. 5F; Supplementary Table S7). 

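All 3 genes for phycobilisome degradation were higher at 48 h. nblA1 (ssl0452) rose 9.06-fold, from 55.1 ± 10.4 scaled FPKM to 508 ± 106 (SD, n = 3 each; log2 FC = 3.18, SE 0.16, limma adjusted p = 1.04e-09; chromosome NC_000911.1, 1523796 to 1524032). nblA2 (ssl0453) rose from 90.3 ± 5.83 to 657 ± 114 (log2 FC = 2.84, SE 0.15, limma adjusted p = 1.08e-09; 1523527 to 1523709). sll1968, the gene of NblC, went from 128 ± 4.91 to 244 ± 11.9 (log2 FC = 0.93, SE 0.14, limma adjusted p = 5.16e-05; 908968 to 909528). Between 48 and 60 h nblA1 (ssl0452) fell by 1.75 log2 units (limma adjusted p = 6.73e-07) and nblA2 (ssl0453) by 2.17 (2.95e-08).

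Camera in limma gave the 3 genes an adjusted p of 0.00199 (0.0863 with an estimated correlation), and all 3 were higher as deposited too. The call of sll1968 was lost without 0 h replicate 3 and with libraries of 0 and 48 h paired by number.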

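Cluster 3B is largely made of genes without a described function. Of 102 genes among its 116 measured members, 62 encode proteins annotated as unknown or hypothetical. Members had a median log2 FC of 0.39 at 24 h against 0 h (n = 3 per time), and with the trimmed mean 28 of 116 reached their highest mean at 60 h, after inducer was back. As deposited only 5 did, and 107 were highest at 48 h.

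limma called 29 members higher at 48 h with the trimmed mean. What these proteins do cannot be read from transcript levels.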

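smpB and hliC were higher at 48 h, and hliA at 24 h. smpB (slr1639), a tmRNA-binding protein that frees stalled ribosomes, went from 51.0 ± 3.58 scaled FPKM at 0 h to 123 ± 6.17 at 48 h (SD, n = 3 each; log2 FC = 1.25, SE 0.10, limma adjusted p = 1.34e-07; chromosome NC_000911.1, 2050948 to 2051412) and 86.8 ± 8.44 at 60 h. hliC (ssl1633), a high-light-inducible protein, rose from 132 ± 19.7 to 433 ± 77.8 at 48 h (log2 FC = 1.71, SE 0.31, limma adjusted p = 0.000292; 1141803 to 1141946) and was still higher at 60 h (log2 FC = 1.39, SE 0.31, limma adjusted p = 0.00693). hliA (ssl2542), of the same family, was higher at 24 h (54.6 ± 8.61 to 175 ± 58.3; log2 FC = 1.62, SE 0.51, limma adjusted p = 0.0213; 701138 to 701350) but at 72.0 ± 17.4 at 48 h (log2 FC = 0.38, SE 0.51, limma adjusted p = 0.561).

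At 60 h hliA was at 265 ± 180, with replicates that overlap those at 0 h (log2 FC = 1.88, SE 0.51, limma adjusted p = 0.0214). Its calls at 24 and 60 h are each lost on leaving out any of several single libraries.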

Other transcripts within this cluster encode the SmpB protein, which is required for the rescue of stalled ribosomes (Karzai et al. 1999; Nonin-Lecomte et al. 2009), and 2 high-light–inducible polypeptides (HliA and HliC). 

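Antisense transcripts called at 48 h mostly moved with the gene they oppose. Of 345 asRNA and gene pairs measured at 48 h (n = 3 libraries per time), 61 asRNAs were called in limma, 30 higher and 31 lower, and 55 of these 61 changed in the same direction as their gene (90.2%, 95% exact interval 79.8 to 96.3%). As deposited it was 70 of 76. Called or not, 72.2% of the 345 asRNAs had the sign of their gene, and 77.7% as deposited. Where both partners were called, 32 of 33 pairs went the same way. Across the 345 pairs, the log2 FC of asRNA and gene correlated (Spearman rho = 0.556, p = 1e-04 by permutation of genes, the smallest that 10000 permutations can give), with neighbouring genes not independent.

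Of the exceptions, sll1275-as went from 6.19 ± 1.75 to 12.3 ± 1.36 scaled FPKM (log2 FC = 0.92, SE 0.22, limma adjusted p = 0.00237; chromosome NC_000911.1, 1104096 to 1104163) while pykF (sll1275), of glycolysis, had a log2 FC of -0.38, below the threshold. That call was lost without 0 h replicate 2 or 48 h replicate 3, and with libraries of 0 and 48 h paired by number. sll1321-as was at 0.931 ± 0.172 scaled FPKM at 0 h, 1.91 ± 0.489 at 24 h (log2 FC = 0.58, SE 0.29, limma adjusted p = 0.126) and 0.839 ± 0.339 at 48 h (log2 FC = -0.08, SE 0.29, limma adjusted p = 0.831), called at neither, while atp1 (sll1321) fell to 518 ± 38.1 from 2679 ± 243 (log2 FC = -2.37, SE 0.15, limma adjusted p = 9.83e-09). slr1705-as was below 1 FPKM and not tested, and aspA (slr1705) had a log2 FC of -0.25 (limma adjusted p = 0.161).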

Regarding asRNAs, most of them correspond with their sense mRNAs, with some exceptions, such as the upregulated asRNAs of pyruvate kinase (sll1275-as), aspartoacylase (slr1705-as), and ATP synthase protein I (sll1321-as). In all cases, asRNAs can play important regulatory roles, as previous work has shown (Dühring et al. 2006; Eisenhut et al. 2012; Sakurai et al. 2012).

## Discussion

Cyanobacteria have evolved robust redox regulation through Trxs, which profoundly influence metabolism in the daily light–dark cycle. TrxA is the only Trx present in all cyanobacteria (Mallén-Ponce et al. 2022) and plays an essential role in photosynthetic organisms, including *Synechocystis* (Muller and Buchanan 1989; Navarro and Florencio 1996; Chi et al. 2008; Wang et al. 2013). Our study aims to evaluate the critical role of TrxA in metabolism and cell growth using a conditional TrxA mutant. The results suggest that TrxA plays a key role in maintaining cell growth by influencing protein synthesis. A decrease in TrxA levels induces significant changes in phenotype, metabolism, and gene expression, resulting in a dormant-like state.

Interestingly, events during TrxA depletion in the STXA2 strain resemble the dormant state after nitrogen deprivation in cyanobacteria. In cyanobacteria, nutrient depletion leads to metabolic changes that result in decreased protein synthesis (Sauer et al. 2001), as well as the accumulation of reserve compounds such as cyanophycin during phosphorus starvation (Stevens et al. 1981; Watzer and Forchhammer 2018) and glycogen during nitrogen starvation (Collier and Grossman 1992). Under these conditions, cells enter a dormant chlorotic state as a survival strategy, and an analysis of transcriptome dynamics also revealed sophisticated regulation (Klotz et al. 2016). Similarly, TrxA depletion in the STXA2 strain led to a block in protein synthesis, redirecting carbon and nitrogen metabolism toward the synthesis of the reserve polymers glycogen and cyanophycin (Fig. 1). After more than 72 h in the absence of inducer and thus with low levels of TrxA, STXA2 cells were almost completely bleached, and components of the photosynthetic machinery were substantially reduced and entered a dormant-like state. Several studies have shown that cyanophycin is synthesized mainly in the presence of chloramphenicol, which is an inhibitor of protein synthesis. These studies have also shown that cyanophycin is produced through carbon and nitrogen assimilation, as well as degradation of cellular proteins (Allen et al. 1980, 2005). It is plausible that the degradation of phycobilisomes (PBS) and other protein complexes, after inducer removal, also contributes to cyanophycin and even glycogen formation.

Our results provide *in vivo* evidence that TrxA directly regulates protein synthesis (Fig. 2). Proteins comprise the largest mass fraction of all cellular components (Touloupakis et al. 2015) and are selectively produced in response to light (Singer and Doolittle 1975; Sarkar et al. 2019). Redox control of several proteins involved in translation, including the translation EF-G and EF-Tu, has been demonstrated in *Synechocystis* and *Synechococcus* (Ansong et al. 2014; Guo et al. 2014). Proteomic studies in *Synechocystis* and plant chloroplasts have suggested interactions between TrxA and EF-Tu/G (Balmer et al. 2003; Lindahl and Florencio 2003), and recent biochemical studies have also confirmed that both EFs can be reduced and activated by TrxA (Kojima et al. 2009; Yutthanasirikul et al. 2016; Toriu et al. 2023). There are 3 EF-G homologs in *Synechocystis*, and a mutation of one of them in which Cys-105 is replaced by a Ser residue improves protein synthesis under high light (Ejima et al. 2012). However, this improvement is limited to 20% possibly due to the presence of other EF-Gs. In contrast, there is only one copy of EF-Tu in the *Synechocystis* genome, which contains only one highly conserved cysteine residue (Cys-82) among bacteria (Nissen et al. 1999; De Laurentiis et al. 2011). Initial crystallographic analysis of *Escherichia coli* EF-Tu suggested that the cysteine residue is essential for nucleotide binding (Song et al. 1999). Furthermore, the substitution of cysteine for other residues resulted in an impaired ability of EF-Tu to bind both aminoacyl-tRNA and/or nucleotides, suggesting a role in stabilizing the ternary complex of EF-Tu, aminoacyl-tRNA, and GTP (Anborgh et al. 1992; De Laurentiis et al. 2011). In *Synechocystis*, EF-Tu is sensitive to oxidation when bound to GTP but hypersensitive when free (Yutthanasirikul et al. 2016). Interestingly, the addition of low levels of H_2_O_2_ only oxidized free EF-Tu by 30%, but it inactivates translational activity by more than 80%, suggesting that small changes in the redox state of EF-Tu strongly affect translational activity. Protein synthesis is inhibited under high light due to EF-Tu oxidation, and overexpression enhances protein synthesis under high-light conditions (Jimbo et al. 2019). In our study, we observed changes in the translational activity of the STXA2 strain in the presence of the inducer. Specifically, this activity was 30% lower than that of the WT strain (Fig. 2C). However, these changes were even more marked when the inducer was removed, resulting in a strong decrease in total protein content and translational activity in the STXA2 strain (Fig. 2, B and C). Analysis of the redox state of EF-Tu in STXA2 revealed a higher degree of EF-Tu oxidation in the absence of the inducer (Fig. 2, D and E), which explains the observed decrease in translational activity. Furthermore, when TrxA levels were partially restored by adding the inducer to STXA2 (Fig. 3C), recovery of protein content, translational activity (Fig. 4, A to C), and EF-Tu redox state (Supplementary Fig. S8) were observed, which explain the recovery of the WT-like phenotype (Fig. 3G; Supplementary Fig. S6). These results suggest that TrxA plays a critical role in the regulation of translational activity by modulating the redox state of EF-Tu. In addition, other translation-related proteins are likely to be oxidized in the STXA2 strain.

Similarly, to the physiological response, another notable and unexpected feature of the STXA2 strain is the transcriptomic response after inducer removal (Fig. 5). The dataset shows how TrxA levels affected the transcriptome at the genome-wide level. 

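Beyond type 2 dehydrogenases, some other electron transport and protective genes passed the thresholds at 48 h. ndhD2 (slr1291), of an NDH-1 complex, was already higher at 24 h (log2 FC = 2.71, SE 0.19, limma adjusted p = 9.62e-08; n = 3 each), and trxQ (slr0233), a second thioredoxin gene, rose by 0.92 at 48 h. tpx (sll0755), a thioredoxin peroxidase, and gpx1 (slr1171), a glutathione peroxidase, had log2 FC of 0.96 and 1.03 at 48 h.

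Of 13 peroxide and glutathione genes, limma called 3 higher and 2 lower (camera adjusted p = 0.842; 4 higher and 0 lower as deposited). It called 0 of 6 cytochrome c oxidase genes (0.534) and 0 of 2 alternative Rieske genes (0.178; 2 higher as deposited). The rise of trxQ was lost without 0 h replicate 3 or 48 h replicate 2, and with libraries of 0 and 48 h paired by number.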

Compared with STXA2 in the presence of inducer, TrxA depletion resulted in an upregulation of transcripts related to respiratory or alternative electron transport, as well as those related to photoprotective functions. These included genes encoding high-light–inducible proteins (*hliA*, *hliB*, and *hliC*) and Nbl proteins that trigger PBS degradation. 

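Some genes for high-light-inducible proteins and phycobilisome degradation were higher at 24 h. hliB (ssr2595), a high-light-inducible protein, went from 43.7 ± 7.70 scaled FPKM to 123 ± 44.6 at 24 h (SD, n = 3 each; log2 FC = 1.42, SE 0.48, limma adjusted p = 0.0278) and was at 44.7 ± 3.03 at 48 h (log2 FC = 0.04, SE 0.48, limma adjusted p = 0.948). hliC (ssl1633) at 24 h had log2 FC = 0.98, SE 0.31, limma adjusted p = 0.0208. nblA1 (ssl0452) and nblA2 (ssl0453) had already risen by 2.23 and 1.50 at that time.

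Of 4 hli genes limma called 3 higher at 24 h (camera adjusted p = 0.233), 1 at 48 h (0.813) and 3 at 60 h (0.0978, 0.000536 without 60 h replicate 1; 2 as deposited). The Nbl list had 2 of 3 higher at 24 h (0.00233, 0.0707 with an estimated correlation). Spread among hli replicates is wide, and calls of hliB and hliC at 24 h are lost without several single libraries.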

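Most genes of Cluster 3A have no known function. Of 519 genes among the 593 measured members of Cluster 3A, 320 encode proteins annotated as unknown or hypothetical. 45 members of this cluster are ncRNAs and 28 are asRNAs. For strongly raised transcripts in general, the paper proposes that unknown proteins, with asRNAs and ncRNAs, could matter for dormancy and recovery.

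At 24 or 48 h against 0 h (n = 3 each), limma called 299 genes higher and 369 lower, 36 asRNAs higher and 31 lower, and 31 ncRNAs higher and 35 lower. On plasmids 31 transcripts were higher and 70 lower. Annotation was taken from the paper's tables as far as they were at hand, with 1838 rows of Supplementary Table S3. These name 1810 of 3279 chromosomal genes, so the rest have no product to count here.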

Interestingly, most of the highly upregulated transcripts belong to a hypothetical or unknown protein group, which together with asRNAs and ncRNAs could play an important role in the dormant state and its subsequent recovery. On the other hand, levels of photosynthesis-related transcripts decreased largely, except for *psbA* transcripts (Fig. 5C; Supplementary Table S3). 

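By 48 h, photosystem and phycobilisome transcripts had lost most of their share of all RNA in the table, non-coding RNA included. Weighted by length, they held 24.7 ± 0.80% of FPKM at 0 h, 12.7 ± 0.37% at 24 h, 6.46 ± 0.48% at 48 h, 17.6 ± 0.53% at 60 h and 20.5 ± 0.89% at 72 h (SD, n = 3 each). Part of that total is the ncRNA ncl1680, at 13.5% of it at 0 h and 25.3% at 48 h. Of all mapped sequence ncl1680 held 8.92% at 0 h and 19.1% at 72 h. Its rise lowers every other share, so these shares alone do not measure recovery. By 24 h chlL (slr0749), of chlorophyll synthesis, had fallen by a log2 FC of -3.30, psbO (sll0427) by -1.89 and petA (sll1317), cytochrome f, by -1.06 (-0.73 as deposited, not called). psbA2 (slr1311) and psbA3 (sll1867) had 0.32 and 0.39 at that time. The paper attributes the loss of photosynthetic proteins, D1 among them, to limited protein synthesis.

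At 24 h limma called lower 10 of 12 photosystem I genes (camera adjusted p = 3.58e-09, 0.0258 with an estimated correlation; 9 as deposited), 11 of 23 of photosystem II without psbA (1.32e-10, 0.0258; 2 as deposited) and 2 of 7 of cytochrome b6f (0.000351, 0.0258; 0 as deposited). For chlorophyll and heme synthesis it called 8 of 20 genes lower at 48 h (0.000409, 0.325).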

Under these conditions, the limitation of protein synthesis in STXA2 causes a strong decrease in all photosynthetic proteins analyzed, including the D1 protein (Fig. 4, D and E). Our data are consistent with a recent study in which transcriptome and translatome analysis in *Synechocystis* revealed that photosynthesis is prioritized, with 34% ribosome occupancy, under normal growth conditions (Karlsen et al. 2022). The study also showed that most genes show similar transcriptomic and translatomic responses to reduced CO_2_ levels. Furthermore, transcriptome analysis during nutrient deprivation (Singh et al. 2003; Ludwig and Bryant 2012; Choi et al. 2016; Klotz et al. 2016) or dark acclimation (Saha et al. 2016) showed similar results to those presented in this study. All of these situations lead to a limitation of protein synthesis, but also of photosynthesis, which supplies TrxA with reducing equivalents, suggesting a link between TrxA and cell growth.

Proteomic analysis during light to dark transitions identified several redox-sensitive transcription factors in *Synechocystis* sp. PCC 6803 and *Synechococcus* sp. PCC 7002 (Ansong et al. 2014; Guo et al. 2014). Some of these factors, such as the response regulators A and B (RpaB and RpaA), Manganese sensing response regulator (ManR), Ferric uptake regulator A (FurA), or Photosynthetic Electron transport Dependent Regulator (PedR), a LuxR-type transcriptional regulator, are TrxA-interacting partners *in vitro* (Horiuchi et al. 2010; Kadowaki et al. 2015; Guío et al. 2021). RpaB is regulated in a thiol-redox state-dependent manner (Kato et al. 2022). Interestingly, analysis of the STXA2 transcriptome revealed changes related to regulon members of different transcription factors. 

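Many genes of the Fur list fell once inducer was removed. sufA (slr0513), annotated as a periplasmic iron-binding protein, went from 689 ± 31.1 scaled FPKM at 0 h to 37.7 ± 2.31 at 48 h (SD, n = 3 each; log2 FC = -4.16, SE 0.19, limma adjusted p = 3.54e-10), and futA1 (slr1295), an iron-binding transport protein, from 843 ± 31.9 to 44.4 ± 5.10 (log2 FC = -4.22, SE 0.17, limma adjusted p = 9.85e-11). exbB (sll1404) lost another 3.63 log2 units by 48 h. Recovery was incomplete at 60 h, when sufA and exbB were still -1.39 and -2.53 from 0 h, and tonB (slr1484) -2.38.

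Of 43 genes on the list, limma called 27 lower at 24 h (camera adjusted p = 2.72e-14, 0.0766 with an estimated correlation), 26 at 48 h (4.66e-09, 0.201) and 16 at 60 h (2.37e-13, 0.449). As deposited those were 19, 22 and 15. Among the 30 genes called lower in STXA2 than in WT, 20 were lower at 24 h, 19 at 48 h and 15 at 60 h (16, 17 and 14 as deposited). At 72 h 3 of all 43 were higher and 1 lower (camera adjusted p = 0.622), and of the 30 genes 3 were higher and 0 lower (1 and 0 as deposited).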

FurA regulon, recently identified in *Synechocystis* (Riediger et al. 2021), showed a strong downregulation in the STXA2 strain even with inducer (Fig. 5C; Supplementary Table S2). Bacteria sense cytosolic Fe^2+^ in a concentration-dependent manner through its interaction with FurA. FurA binds iron, leading to a higher binding affinity for its target promoters, blocking their transcription. A recent study showed TrxA-dependent changes in the redox state of FurA in *Anabaena* sp. PCC7120 (Guío et al. 2021). Other transcription factors whose regulons have been established in *Synechocystis* are RpaB, Rubisco regulator (RbcR), and PedR (Nakamura and Hihara 2006; Riediger et al. 2019; Bolay et al. 2022). 

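Members of the carboxysome operon with smaller changes moved the same way as ccmM and ccmN. In STXA2 with inducer ccmK2 (sll1028) was at 1914 ± 67.2 scaled FPKM (SD, n = 3) against 1094 ± 53.7 in WT (SD, n = 2; log2 FC = 0.81, SE 0.07, limma adjusted p = 0.000786), and ccmK1 (sll1029) had a log2 FC of 0.78, below the threshold of 0.9. The regulator gene itself, ycf30 (sll0998), which encodes RbcR, was at a log2 FC of 0.07 (limma adjusted p = 0.560). Without inducer the direction turned: rbcS (slr0012) had -2.02 at 24 h and -1.93 at 48 h. The falls of ccmM and ccmN at 48 h were not called as deposited (-0.67 and -0.68).

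The list of RbcR targets holds the same 8 genes as the Rubisco and carboxysome operons, so its test is not a second one. At 48 h limma called 0 of 8 higher and 5 lower (camera adjusted p = 0.000101, 0.257 with an estimated correlation). ccmK1 and ccmK2 were looked up after the other values had been seen.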

In the case of RbcR, changes in its target genes were observed in the induced STXA2 strain compared with the WT. In contrast, the target genes RpaB and PedR only showed changes in the STXA2 strain after inducer removal. 

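Genes listed as targets of RpaB changed in both directions after removal of the inducer. psaL (slr1655), of photosystem I, fell by log2 FC of -1.28 at 24 h and -2.28 at 48 h (n = 3 each). The gene of the regulator, rpaB (slr0947), fell as well, from 976 ± 26.2 scaled FPKM to 252 ± 32.7 at 24 h and 195 ± 9.28 at 48 h (log2 FC = -2.32, SE 0.10, limma adjusted p = 2.87e-10), and was at the same level in STXA2 and WT with inducer (log2 FC = 0.00, limma adjusted p = 0.997). It begins at 2012781, downstream of arsC (slr0946, 2012231 to 2012626), the last gene of the arsenite-induced operon, on the same strand. pedR (ssl0564) went from 722 ± 86.1 to 329 ± 16.7 at 48 h (log2 FC = -1.13, SE 0.15, limma adjusted p = 1.43e-05; -0.70 as deposited, not called).

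Between STXA2 and WT with inducer, limma called 0 of 7 RpaB targets at photosystem I promoters (camera adjusted p = 0.498), 0 of 9 at high-light promoters (0.709; 1 lower as deposited) and 1 higher of 8 PedR targets (0.388), sll0296 (107 ± 6.44 against 42.4 ± 0.376; log2 FC = 1.31, SE 0.08, limma adjusted p = 0.000221). In that comparison 1901 transcripts had an unadjusted p under 0.05. At 24 h the numbers were 6 lower (1.52e-05, 0.0707 with an estimated correlation), 5 higher (0.00402, 0.0707) and, for PedR, 1 higher and 4 lower (0.112; 2 and 3 as deposited). At 48 h RpaB targets were 6 of 7 lower at photosystem I promoters (3.64e-05, 0.0863) and 3 of 9 higher at high-light promoters (0.296). Both RpaB lists share genes with those of photosystem I, hli and phycobilisome degradation, so their counts and tests are not separate from those. PedR targets at 48 h were 2 higher and 5 lower (0.0635, 0.0431 without 48 h replicate 2; 2 and 4 as deposited, 0.0129). The paper proposes that TrxA could modulate these transcription factors depending on their levels and redox state.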

Overall, these data suggest that TrxA could modulate these transcription factors *in vivo* depending on their levels and redox state. Future research will elucidate the *in vivo* role of TrxA in modulating transcription factor activity, and the STXA2 strain is an excellent tool.

The proposed model for the STXA2 strain under TrxA depletion conditions shows that TrxA has a strong effect on cellular processes. It leads to protein synthesis arrest, reduced photosynthesis, and accumulation of reserve polymers and amino acids (Fig. 6). These findings highlight the critical role of TrxA in the regulation of essential processes such as photosynthesis and carbon and nitrogen metabolism. However, further studies are needed to understand the metabolic consequences of TrxA depletion and to elucidate its functional relationships with other proteins and transcription factors.

**Figure 6.**
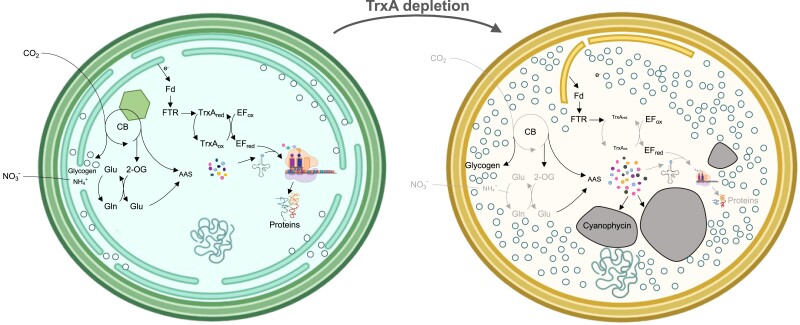
A schematic model of changes in STXA2 after TrxA depletion. STXA2 overview before (green left) and after (yellow right) TrxA depletion. In the absence of inducer, the STXA2 strain exhibits decreased TrxA levels, which affects the redox state of the EF-Tu factor. This results in a decrease in translational activity and a shift in carbon and nitrogen flux toward the storage of reserve polymers such as glycogen and cyanophycin. That is, TrxA depletion results in the arrest of anabolic metabolism, followed by the degradation of light-harvesting complexes, resulting in a dormant-like state. Ox, oxidized; Red, reduced forms; Glu, glutamate; Gln, glutamine; 2-OG, 2-oxoglutarate; Fd, ferredoxin; FTR, ferredoxin thioredoxin reductase.

## Materials and methods

### Growth conditions

*Synechocystis* sp. PCC 6803 cells were grown photoautotrophically at 30 °C in BG11 medium (Rippka 1988), supplemented with 1 g L^−1^ NaHCO_3_ (BG11C) and bubbled with 1% (v/v) CO_2_ in air, and under continuous illumination (50 *μ*mol photons m^−2^ s^−1^). For plate culture, 1% (w/v) Bacto-agar (Difco) and antibiotics (50 *µ*g mL^−1^ of nourseothricin and 2.5 *µ*g mL^−1^ of spectinomycin/streptomycin) and 1 mM arsenite (NaAsO_2_) were added when required. To perform experiments without arsenite (inducer), WT and STXA2, cells previously exponentially grown in media containing 1 mM arsenite, were harvested by centrifugation (4,300 *× g* for 5 min), washed twice, and then resuspended in BG11C medium without inducer.

### Glycogen content determination

Glycogen content was determined as described by Xu et al. (2013) with some modifications. A total of 10^8^ cells were harvested, washed twice with Milli-Q deionized water (Merck Millipore), and resuspended in 300 *µ*L of 30 mM sodium acetate pH 5.2. Cells were then disrupted using glass beads (0.15 to 0.25 mm) in a Mini-Beadbeater (BioSpec Products) by 2 vortexing cycles for 1 min followed by 5 min on ice. The extract was recovered and boiled for 20 min, 100 *µ*L was enzymatically hydrolized to glucose with 10 U amyloglucosidase from *Aspergillus niger* (Sigma-Aldrich) and 100 *µ*L was treated with Milli-Q deionized water as control. Finally, both aliquots were then incubated overnight at 55 °C. A commercial glycogen calibration curve was also prepared. Released glucose was determined in all aliquots using the glucose oxidase/peroxidase method (Sigma GAGO-20).

### Cyanophycin content determination

Cyanophycin content was determined according to Elbahloul et al. (2005) with some modifications. A total of 10^9^ cells were harvested, resuspended in 1 mL of 100% acetone, and incubated for 30 min at room temperature with gentle agitation. The samples were then centrifuged (15,000 *× g*, 4 °C for 15 min), and the acetone was carefully removed. To solubilize cyanophycin, the precipitates were resuspended in 1.5 mL of 0.1N HCl and incubated at 60 °C for 60 min with gentle agitation. The samples were centrifuged (15,000 × *g*, 4 °C for 15 min) to remove cellular debris, and the supernatants were transferred to a new tube. After the addition of 720 *µ*L of 0.1 M Tris/HCl pH 8.0, the samples were incubated at 4 °C for 40 min and centrifuged (15,000 × *g*, 4 °C for 15 min) to precipitate cyanophycin. Finally, the supernatants were removed, and the precipitates were resuspended in 500 *µ*L of 0.1N HCl. The cyanophycin content was then estimated by arginine determination according to the Sakaguchi reaction modified by Messineo (1966).

### Protein content determination and Western blot analysis

A total of 10^9^ cells were harvested, and crude extracts were obtained using glass beads. Total cellular protein was determined by the Lowry method (Markwell et al. 1978). For Western blot analysis, proteins were fractionated in 10% to 15% (w/v) sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to nitrocellulose membranes (Bio-Rad). Blots were blocked in phosphate-buffered saline containing 0.1% (v/v) Tween 20% and 5% (w/v) nonfat dry milk and incubated with the required antibody. Antisera from the laboratory collection were used at the dilutions described in Lindahl and Florencio (2003) and Mallén-Ponce et al. (2021), and anti–EF-Tu from Nishiyama’s laboratory was used at 1:5,000. The ECL Prime Western Blot Detection Reagent (GE Healthcare) was used to detect different antigens with secondary antirabbit antibodies (1:25,000; Sigma-Aldrich).

### Microscopy

For light microscopy, the samples were observed in a Leica DM6000B fluorescence microscope and photographed with an ORCA-ER camera (Hamamatsu). Analysis was performed using the Leica Application Suite Advanced Fluorescence. For fluorescence microscopy, samples were observed using a laser-scanning confocal microscope (Leica TCS SP5). Cellular chlorophyll fluorescence was imaged by excitation with the 488-nm laser line of an argon laser using a 670- to 720-nm emission range. Images were treated with the Leica Application Suite Advanced. For the line profiles, intensities were extracted by image thresholding of the chlorophyll auto-fluorescence channel in Image J software. For electron microscopy, cells were prepared as described in Muro-Pastor et al. (2020). All samples were analyzed on a Libra 120 transmission electron microscope (Zeiss), and digital images were acquired with an on-axis mounted TRS camera.

### FACS analysis

Flow cytometry was performed on a BD Influx Fluorescence Activated Cell Sorter (FACS, BD Biosciences). Data were plotted on a 2D graph (*x*-axis, forward scatter [FSC] or side scatter [SSC]; *y*-axis, number of cells). FSC and SSC were plotted on a linear scale, and data were analyzed using FlowJo software (FlowJo LLC).

### Radioactive labeling of proteins in vivo

One milliliter of cells was placed in 10-mL glass tubes, and ^35^S-Met/Cys mixture (American Radiolabeled Chemicals) was added to a final concentration of 10 *μ*Ci. Samples were then placed under the same growth conditions. Two 500-*μ*L aliquots were taken at specified times, one for the analysis of ^35^S-Met/Cys uptake into cells and the other for ^35^S-Met/Cys incorporation into proteins.

For the analysis of ^35^S-Met/Cys uptake in cells, 500 *μ*L of BG11C containing nonradioactive Met/Cys at 1 mg mL^−1^ was added to the specific sample and was immediately placed on ice to end labeling. The medium was removed by vacuum filtration using a glass microfiber filter and washed 3 times with 5 mL of BG11C. Finally, the filters were immersed in scintillation fluid and counted on an LS 6000 IC scintillation counter (Beckman Instruments). For the analysis of ^35^S-Met/Cys incorporation into proteins, 500 *μ*L of a mixture of 20% TCA (w/v) and 2% SDS (v/v) was added to the specific sample and was immediately placed on ice for 1 h. The medium was removed by vacuum filtration using a glass microfiber filter and washed twice with 4 mL of 10% TCA (w/v) and once with 4 mL of ice-cold acetone. Finally, the filters were immersed in scintillation fluid and counted in the above-mentioned scintillation counter. Lincomycin (250 *μ*g mL^−1^) was used as a control to arrest protein synthesis.

### Amino acid pools quantification

Amino acid pools were quantified by reversed phase HPLC (Heinrikson and Meredith 1984). A total of 10^9^ cells were harvested, lyophilized, and resuspended in 400 *μ*L of 0.1 M HCl. After incubation on ice for 60 min, samples were centrifuged (15,000 × *g*, 4 °C and 15 min) to remove cell debris. Finally, 60-*μ*L samples were derivatized using the PICO TAG system (ethanol:H_2_O:triethylamine:phenyl isothiocyanate,7:1:1:1), dried, and resuspended in diluent (2 M Na_2_PO_4_, 10% [v/v] H_3_PO_4_, and 5% [v/v] acetonitrile). Separation was performed on a LiChrospher 100 RP-18 column (Merck KGaA). Amino acids were detected by absorbance and quantified using an amino acid standard mixture (Sigma-Aldrich).

### Redox state of EF-Tu in vivo

Alkylation assays were performed using NEM as described in Yutthanasirikul et al. (2016). Briefly, 10-mM NEM was added to 20 mL of cells grown at OD_750 nm_ 0.5, before and after inducer removal, and incubated for 20 min. Cells were harvested by centrifugation and disrupted by homogenization with glass beads in Buffer A (50 mM Tris-HCl, pH 8.0, 50 mM NaCl, and 10 mM of NEM), and cell extracts were obtained. Protein in cell extracts was precipitated with 10% TCA (w/v) for 1 h on ice and washed twice with ice-cold acetone. Proteins were then resuspended in Buffer B (50 mM Tris-HCl pH 8.0, 50 mM NaCl 2% [w/v], and SDS 7.5% [v/v]). For Western blot, proteins were resolved by 10% nonreducing SDS-PAGE and transferred to a nitrocellulose membrane, and EF-Tu was immunologically detected with an antiserum against EF-Tu.

### RNA extraction and transcriptomic analysis

Total RNA extraction was performed as described in García-Domínguez and Florencio (1997). Subsequently, the quantity and quality of total RNA were then assessed using RNA electropherograms acquired on an Agilent 2100 Bioanalyzer, and library construction of cDNA molecules was performed using Illumina Kapa Stranded Total RNA with a Ribo-Zero Library Preparation Kit. The resulting DNA fragments (DNA library) were sequenced on an Illumina HiSeq 4000 platform using 150-bp paired-end sequencing reads. Reads were aligned against the NCBI genome sequence for *Synechocystis* (NC_000911.1, NC_005229.1, NC_005230.1, NC_005231.1, and NC_005232.1) using Bowtie2 (Langmead and Salzberg 2012). Transcript assembly and estimate of gene expression were performed using StringTie (Pertea et al. 2016). For comparison between WT and STXA2 strains in the presence of inducer, differential expression analysis was performed using DESeq2 package (Love et al. 2014), while differential expression analysis in the STXA2 strain after inducer removal and readdition was carried out using ANOVA package with Benjamini and Hochberg correction (Benjamini and Hochberg 1995) RNA-seq dataset is available at the Gene Expression Omnibus accession (GSE243518).

### Statistical analysis

The statistical method used, the number of experimental repeats, and the results of statistical analyses are described in the figure legends. Two-way ANOVA was used for multiple comparisons within a dataset, with significance set to a *P-*value <0.05. ANOVA analysis was performed with GraphPad Prism software. Significant differences were indicated by *P < 0.05, **P < 0.005, ***P < 0.00, and ns, with no significant difference.

### Accession numbers

Sequence data from this article can be found in the GenBank/EMBL data libraries under accession numbers: BAA10623.1, TrxA (slr0623); BAA18321.1, EF-Tu (sll1099); BAA10136.1, 2-Cys Prx (sll0755); BAA10018.2, CfrA (sll0944); BAA18647.1, Rre37 (sll1330); BAA17954.1, NblA2 (ssl0453); BAA17404.1, NblC (sll1968); BAA18450.1, SmpB (slr1639); BAA17209.1, HliA (ssl2542); and BAA17603.1, HliC (ssl1633).

## Supplementary Material

kiae101_Supplementary_Data

## Supplementary data

The following materials are available in the online version of this article.

**Supplementary Figure S1.** Chlorophyll auto-fluorescence intensity profiles of WT and STXA2 cells.

**Supplementary Figure S2.** Transmission electron micrographs of STXA2 cells.

**Supplementary Figure S3.** Cyanophycin levels in WT and STXA2 cells.

**Supplementary Figure S4.** 3^5^S-Met/Cys uptake and incorporation in WT and STXA2 cells.

**Supplementary Figure S5.** Effects of decreased TrxA levels on the amino acid content in the STXA2 strain.

**Supplementary Figure S6.** Analysis of chlorophyll and phycobiliprotein levels during STXA2 recovery.

**Supplementary Figure S7.** Effects of recovery of TrxA levels on the amino acid content in the STXA2 strain.

**Supplementary Figure S8.** Analysis of the in vivo redox state of EF-Tu during STXA2 recovery.

**Supplementary Figure S9.** Analysis of the in vivo redox state of 2-Cys Prx during STXA2 recovery.

**Supplementary Table S1.** Transcripts showed significant changes between WT and STXA2 strains.

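Supplementary Table S1 lists 302 transcripts, of which 292 were tested here (STXA2 n = 3, WT n = 2), and all 292 had the same sign of log2 FC. 94 of the listed transcripts pass both thresholds of the paper, 92 of them were tested, and limma called all 92 in the same direction. Of the 195 transcripts that limma called between the strains, 107 are in the table at any fold.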

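Riediger et al. defined the Fur regulon of Supplementary Table S2, and 24 of its 43 measured genes also appear in Supplementary Table S1, 23 of them lower in STXA2 past both thresholds there.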

**Supplementary Table S2.** Fur regulon.

**Supplementary Table S3.** Genes grouped into Cluster 1.

**Supplementary Table S4.** Genes grouped into Cluster 2.

**Supplementary Table S5.** Genes grouped into Cluster 3A.

**Supplementary Table S6.** Genes grouped into Cluster 3B.

**Supplementary Table S7.** STXA2 time course raw data.

## Dive Curated Terms

The following phenotypic, genotypic, and functional terms are of significance to the work described in this paper:

ATP CHEBI: CHEBI:15422

amino CHEBI: CHEBI:46882

protein CHEBI: CHEBI:36080

GTP CHEBI: CHEBI:15996

cluster CHEBI: CHEBI:33731

glycogen CHEBI: CHEBI:28087

# Supplementary material for: Thioredoxin A regulates protein synthesis to maintain carbon and nitrogen partitioning in cyanobacteria
**Source:** Plant Physiol. 2024 Feb 22;195(4):2921–36. doi: 10.1093/plphys/kiae101
**Supplement:** kiae101_Supplementary_Data

A

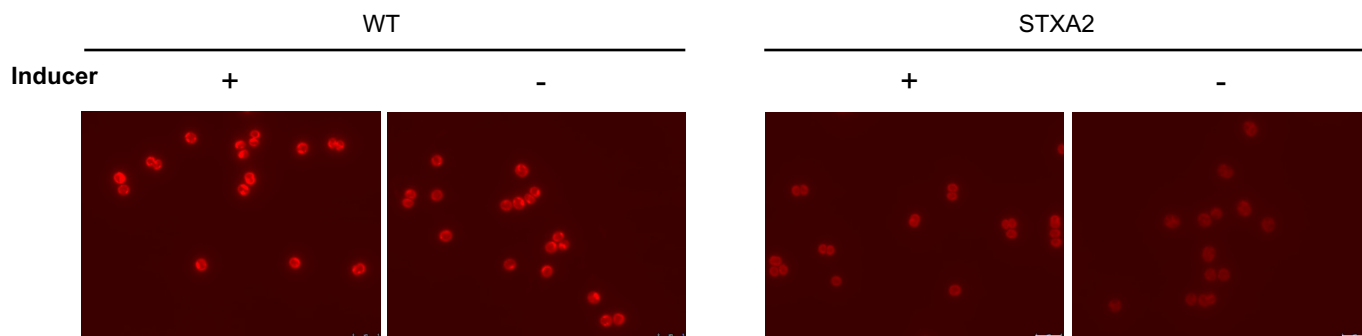

B

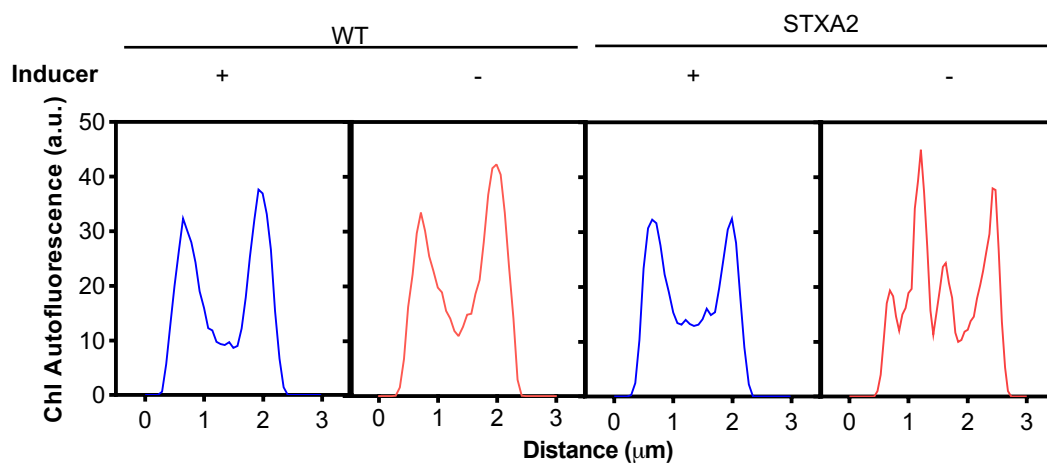

**Supplemental Figure S1. Chlorophyll autofluorescence intensity profiles of WT and STXA2 cells.** (A) Fluorescence live-cell imaging of wild type (WT) and STXA2 cells before (0h) and after inducer removal (48h). (B) Chlorophyll (Chl) fluorescence intensity profiles of WT and STXA2 cells. The white lines on the micrographs on the right of this figure show the scale bar: 5  $\mu\text{m}$ .

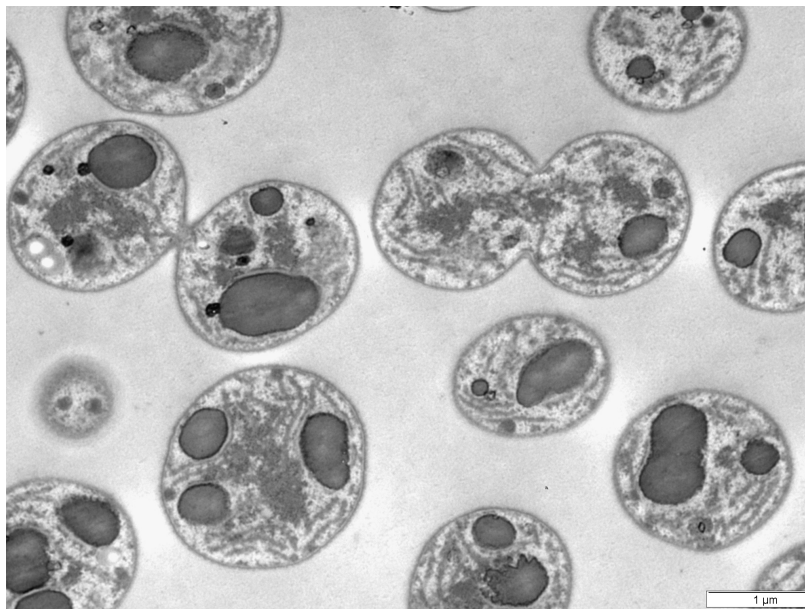

**Supplemental Figure S2. Transmission electron micrographs of STXA2 cells.** Transmission electron microscopy images of STXA2 cells after 48h of inducer removal. Scale bar in 1  $\mu\text{m}$ .

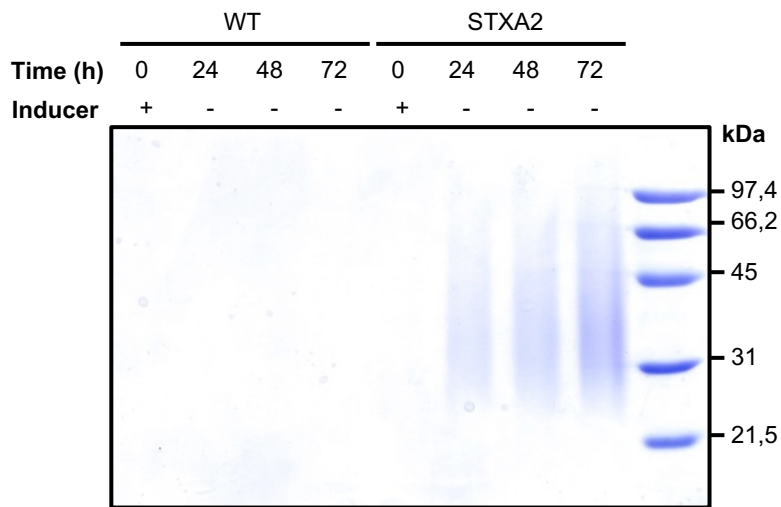

**Supplemental Figure S3. Cyanophycin levels in WT and STXA2 cells.** 15  $\mu$ l of cyanophycin were isolated from  $4 \cdot 10^7$  cells of wild type (WT) and STXA2 cells before (+, 0h) and after inducer removal (24, 48 and 72h) and loaded onto a 12% SDS-PAGE and stained with CBB (Coomassie Brilliant Blue).

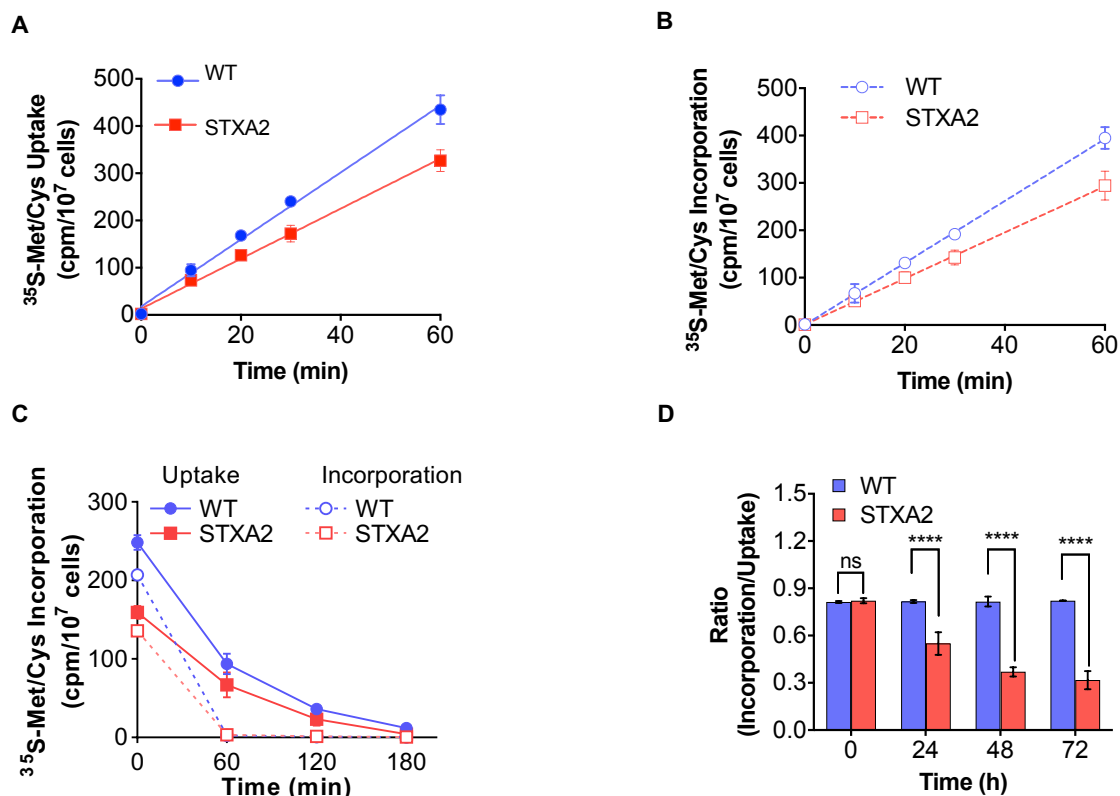

**Supplemental Figure S4.  $^{35}\text{S}$ -Met/Cys uptake and incorporation in WT and STXA2 cells.** (A)  $^{35}\text{S}$ -Met/Cys uptake and (B)  $^{35}\text{S}$ -Met/Cys incorporation over time in wild type (WT) and STXA2 cells with inducer. (C)  $^{35}\text{S}$ -Met/Cys uptake and incorporation in the WT and STXA2 cells with inducer after lincomycin addition. (D) Ratio  $^{35}\text{S}$ -Met/Cys incorporation/uptake in WT and STXA2 cells before (0h) and after inducer removal (24, 48 and 72h). Error bars represent the SD of the mean values from three independent experiments. Asterisks indicate significant differences using two-way ANOVA test \*\*\*\* $P < 0.0001$ , ns, no significant difference.

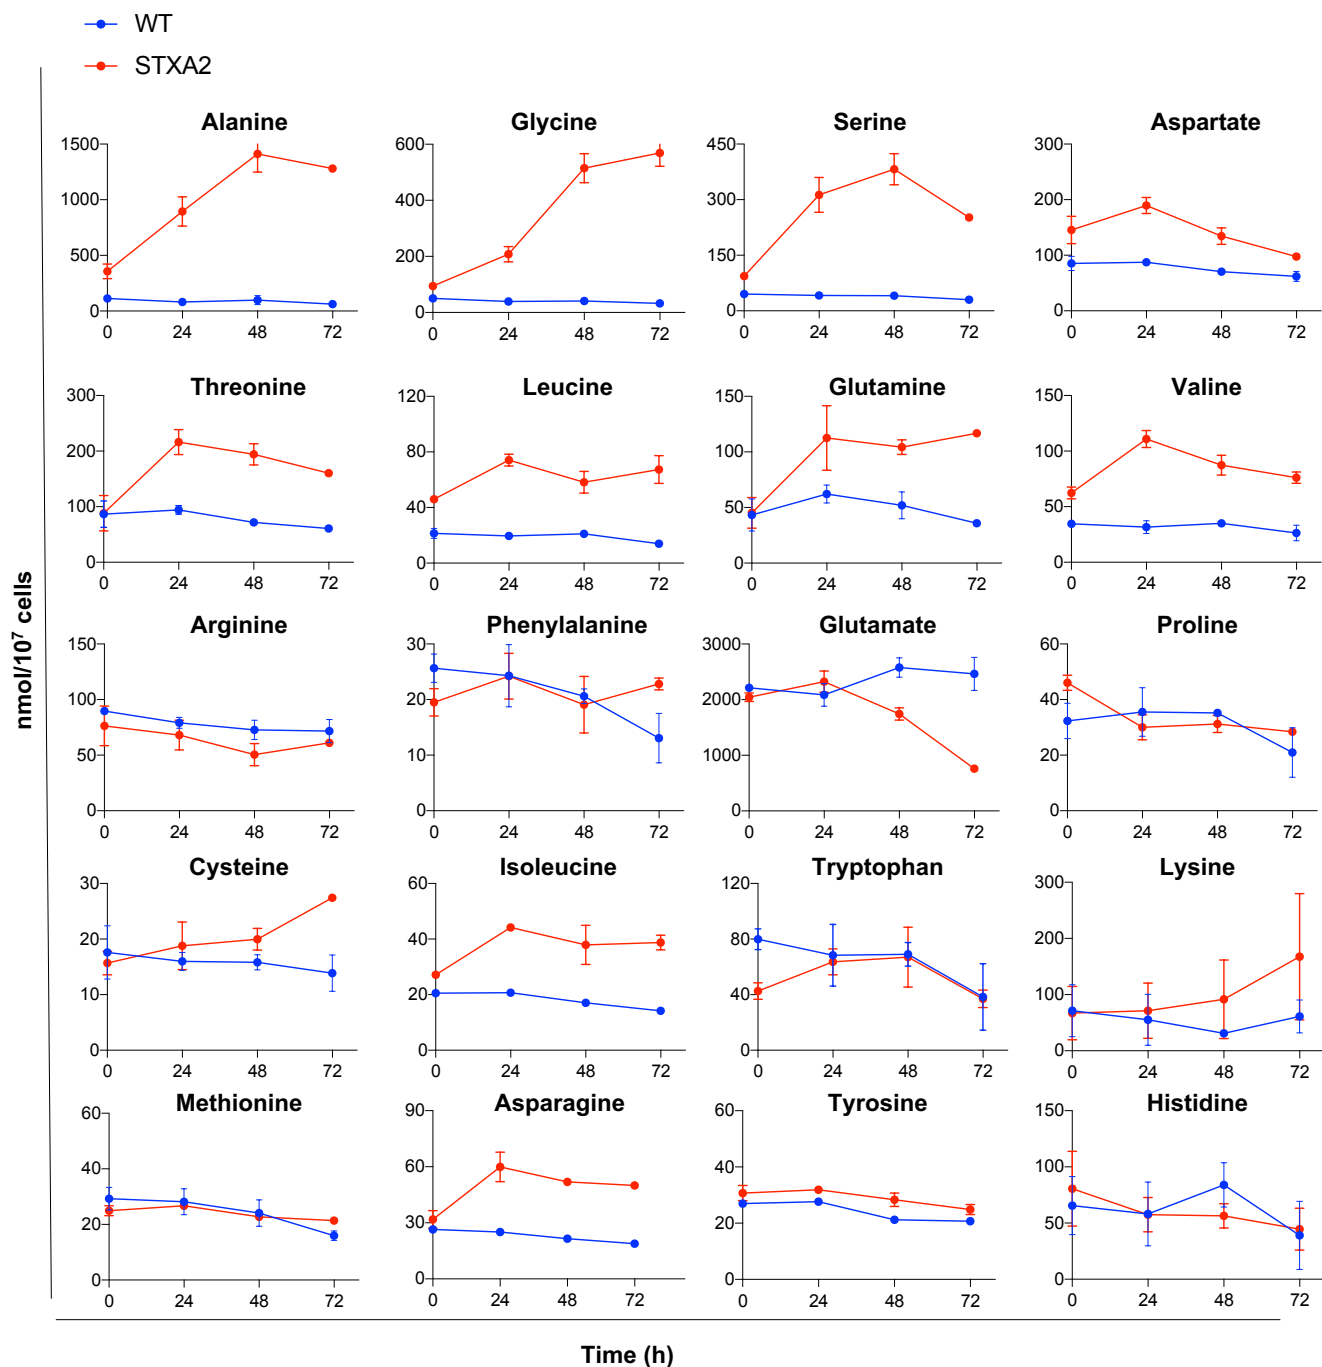

**Supplemental Figure S5. Effects of decreased TrxA levels on the amino acid content in the STXA2 strain.** Amino acid levels in wild type (WT) and STXA2 cells before (0h) and after inducer removal (24, 48 and 72h). . Error bars represent the SD of the mean values from three independent experiments.

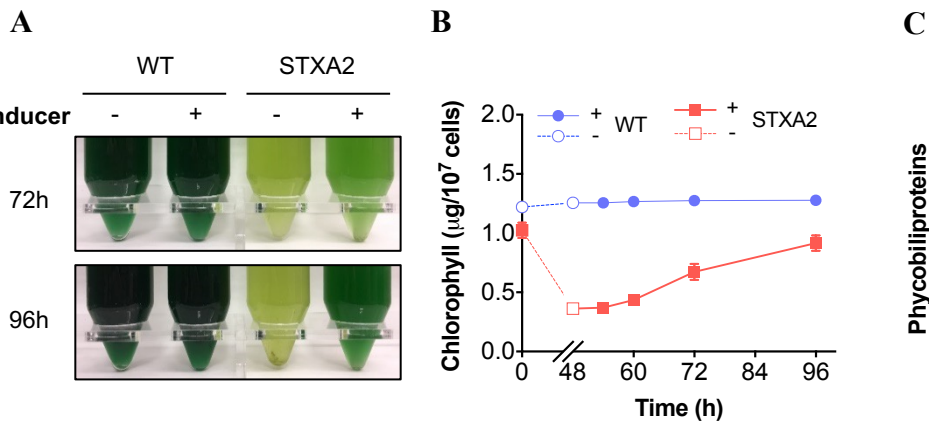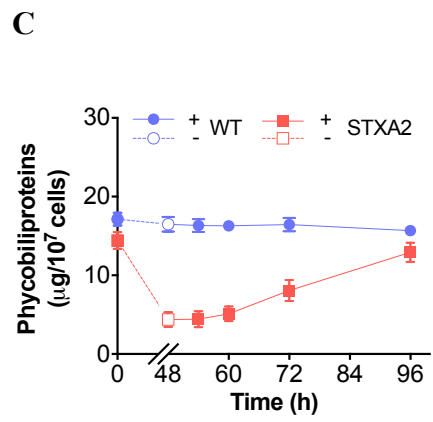

**Supplemental Figure S6. Analysis of chlorophyll and phycobiliprotein levels during STXA2 recovery.** (A) Photographic images of wild type (WT) and STXA2 strains after inducer re-addition. Time points of 72 and 96 h correspond to the 24 and 48 h after after inducer re-addition, respectively. (B) Chlorophyll and (C) phycobiliproteins contents in WT and STXA2 after inducer re-addition. Error bars represent the SD of the mean values from three independent experiments.

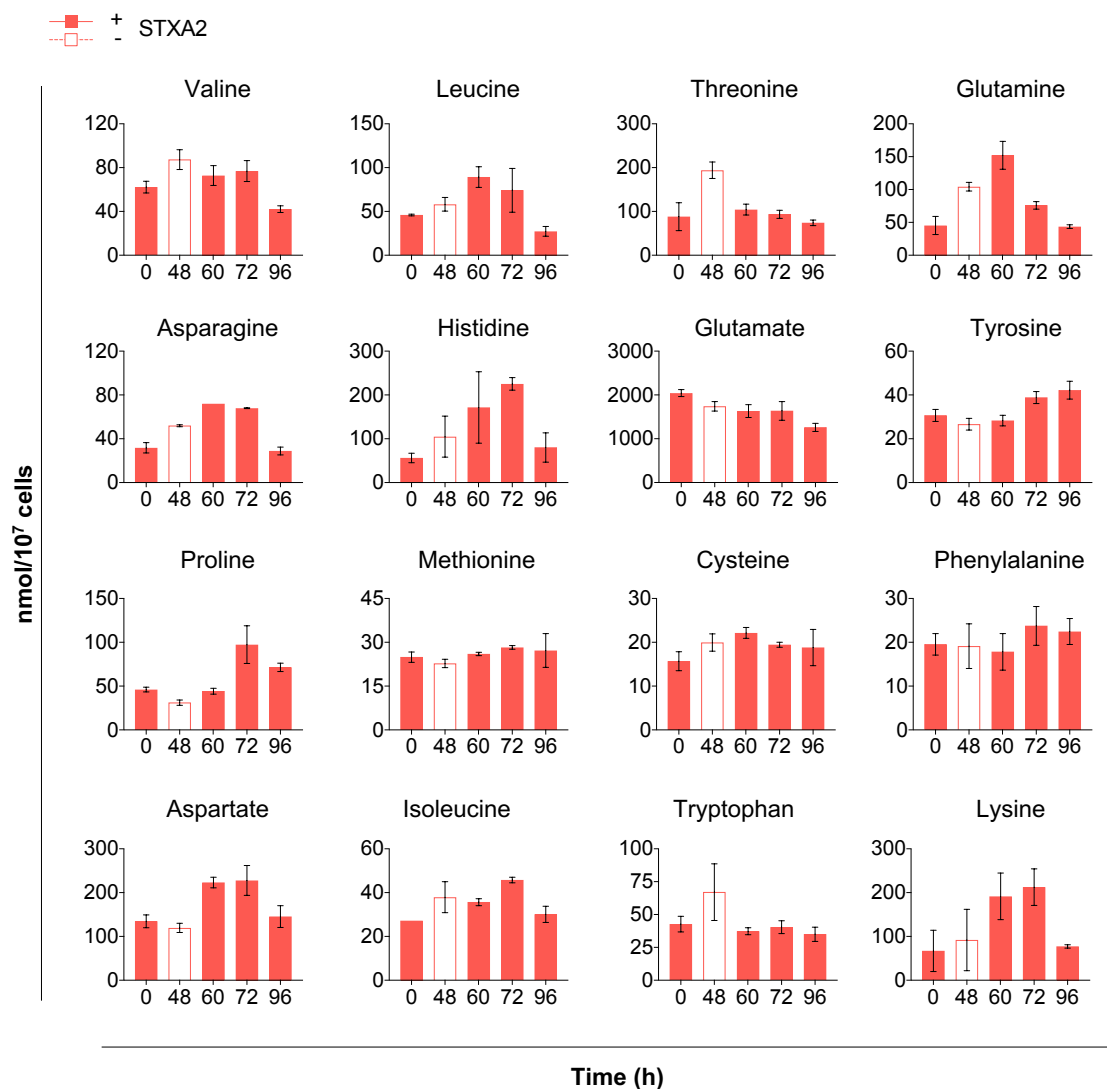

**Supplemental Figure S7. Effects of recovery of TrxA levels on the amino acid content in the STXA2 strain .** Amino acid content in STXA2 cells in presence of inducer (0h), 48 hours after inducer removal and after inducer re-addition (60, 72 and 96h). Error bars represent the SD of the mean values from three independent experiments.

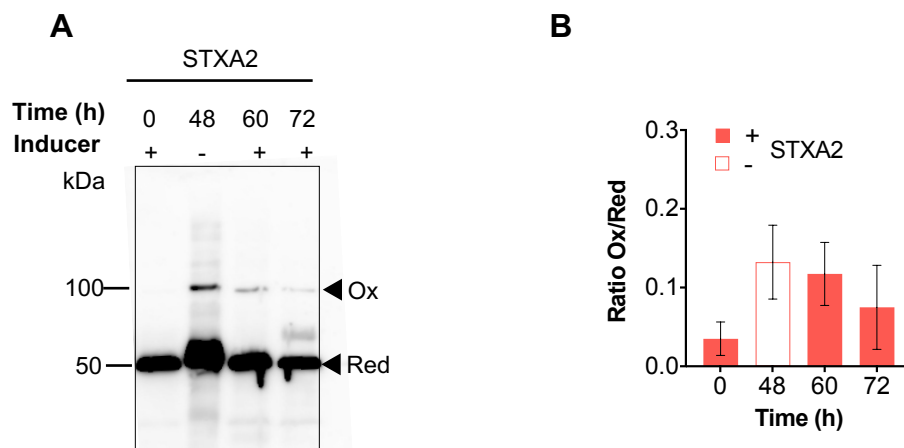

**Supplemental Figure S8. Analysis of EF-Tu of the *in vivo* redox state during STXA2 recovery.** (A) Western blot analysis was performed using cells of wild type (WT) and STXA2 collected before (0,48 h) and after inducer re-addition and then treated with N-ethylmaleimide (NEM). Cells extracts were obtained and separated by non-reducing SDS-PAGE and immunologically detected EF-Tu. Ox, oxidized and red, reduced forms. (B) The ratio of the oxidized to reduced EF-Tu fraction in the WT and STXA2 strains is shown. Error bars represent the SD of the mean values from three independent experiments.

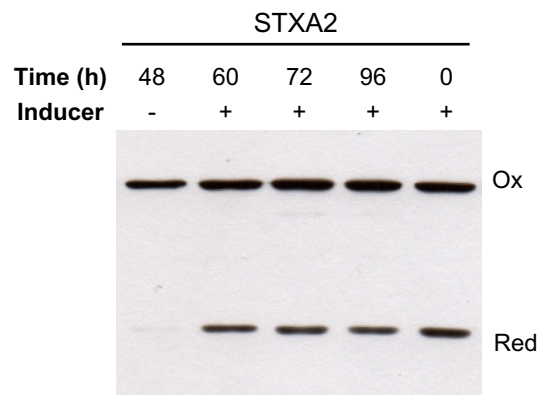

**Supplemental Figure S9. Analysis of the *in vivo* redox state of 2-Cys Prx during STXA2 recovery.** Cells were collected before (48 h) and after inducer re-addition (60, 72 and 96 h). *In vivo* redox state of 2-Cys Prx from exponentially growing STXA2 cells was used as a control (0). Ox, oxidized and red, reduced forms.

How the deposited data were processed for this re-analysis (not part of the article)

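RNA was measured in 17 libraries: WT Synechocystis with inducer (2 libraries) and STXA2 at 0, 24, 48, 60 and 72 h (3 libraries each). Inducer was removed at 0 h and added back at 48 h. The authors prepared stranded libraries after rRNA removal, aligned the reads with Bowtie2 and estimated expression with StringTie. The table as deposited by the authors holds FPKM made in this way, although its name speaks of raw counts. Its column layout is that of StringTie output. Values of Supplementary Table S3, of which 1838 rows were at hand, are the same numbers where checked. Of the transcripts that could be joined by name, 1685 of 1685 were equal in all 15 STXA2 libraries within a relative tolerance of 0.001. Supplementary tables are numbered here as in their files, whereas the list in the paper numbers the clusters and the time course values otherwise. Versions and options of those tools are not given in the sources used here. The authors compared WT and STXA2 with DESeq2, and the times with ANOVA and a Benjamini-Hochberg correction.

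Sequencing reads were not analysed here, and neither were the protein and metabolite data of the paper. Of the 5353 transcripts, 237 share a locus tag with a longer entry, 212 of them on the other strand. They were kept under the names of the table and counted apart from genes. 12 transcripts are listed at 0 in a library beside 20 FPKM or more in another replicate of the same group. psaE (ssr2831) is among them, and no fold is given for any of the 12. psaE stays in the lists that hold it and enters their counts, medians and camera tests. Depth was recovered from the smallest step between FPKM values. In Gb of covered sequence it was 1.59 to 1.62 in WT, 1.79 to 2.00 at 0 h, 1.53 to 2.07 at 24 h, 1.49 to 2.11 at 48 h (2 of 3 libraries), 1.42 to 1.84 at 60 h and 1.56 to 1.64 at 72 h. 0 libraries were identical to another.

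Scaling factors were unweighted trimmed means of log ratios, with 0.3 trimmed from each end of the ratios and 0.05 from each end of the levels. They ran from 0.914 to 1.14 in the comparison of strains and from 0.643 to 1.25 in the time course. The lowest belongs to 72 h replicate 1. Transcripts with an FPKM of 1 or more in at least 2 libraries (strains) or 3 libraries (times) were tested. log2 of scaled FPKM plus 1 was fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend in the empirical Bayes step, 3 residual and 3.69 prior degrees of freedom for strains and 10 and 4.35 for times. 8 comparisons were made: STXA2 against WT, 24, 48, 60 and 72 h against 0 h, 48 h against 24 h, 60 h against 48 h and 72 h against 60 h. The p-values were adjusted after Benjamini and Hochberg within each comparison. Transcripts were called at |log2 FC| of 0.9 or more and adjusted p of 0.05 or less, the limits that the paper states.

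The planned edgeR quasi-likelihood test was not run, as the table does not hold counts, and limma on FPKM was used in its place. Tested on simulated data with the spread of these libraries, limma recovered 84% (42 of 50), 76% and 74% of transcripts with a true log2 change of 1 for STXA2 against WT, 24 h and 48 h, and 100% from a log2 change of 1.5. It called 0 of 4359, 3 of 4379 and 2 of 4385 unchanged ones. Simulated values were independent normal draws with the variances that limma had fitted. Few false calls follow from that set-up, and values dropping to 0 in single libraries were not simulated. In the simulation few transcripts changed, as many up as down, and none of those changed was at low FPKM. It therefore does not test the choice of scaling where many transcripts shift, nor recovery at low FPKM.

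Gene lists, 39 in number, were tested with camera in limma at a preset correlation of 0.01 and again with the correlation estimated per list. The FurA list is Supplementary Table S2, and the others are textbook locus tags. Members were counted as higher, lower or not called with p adjusted over all transcripts. p was also adjusted over each list alone, which gave other counts only for the hli genes (3 lower instead of 1 between 60 and 72 h, 2 lower instead of 0 between 24 and 48 h) and the RpaB targets at high-light promoters (4 instead of 2, 3 instead of 1). For some lists the median and the camera direction differ in sign, among them the phycobilisome between STXA2 and WT, and none of these passed.

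The lists, thresholds, comparisons, alternatives and the rule for naming genes were fixed before the data were examined, with values of Supplementary Table S1 and the Z-scores of the cluster tables already seen. The rule names every gene that the paper names, the 10 called transcripts with the largest rise and the 10 with the largest fall in the comparisons of strains and of each time with 0 h, among those with a symbol or known product whose replicates do not overlap, and up to 4 called members of each list described. Pairs of an asRNA and its gene were matched by locus tag, with exact binomial intervals at 95% and 10000 permutations. Alternatives were other scaling factors, other filters, subsets of transcripts, a replicate block, a test against the fold threshold, ANOVA in place of limma and leaving out each library in turn. Replicate numbers were checked for pairing by the correlation of deviations from group means. For 30 pairs of STXA2 libraries with the same number at different times it ran from -0.198 to 0.474 (mean 0.018, against -0.008 for other pairs). Deviations of 3 replicates sum to 0, so the second mean is largely tied to the first. In 24 of 60 combinations of a library with another time, the closest of the 3 libraries there had the same number. Only for 0 and 48 h were all 3 above 0.1 (0.474, 0.267 and 0.164). Between WT and STXA2 at 0 h the 2 were 0.062 and -0.098, but deviations of 2 WT libraries mirror each other, so this is no test of pairing. The main fits have no block. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 read the table and drew the figures.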

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

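Tests of differences between times for these genes, and the test of ncl1680, were chosen only after changes against 0 h had been seen.

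Several genes had a called change of opposite direction at 2 times, and the difference itself passed the test in limma (n = 3 per time). The cytochrome c553 gene petJ (sll1796) was lower at 48 h (log2 FC = -1.69) and higher at 60 h (0.97) and 72 h (1.59), differences of 2.66 (adjusted p = 7.4e-09) and 3.29 (adjusted p = 3.93e-10). isiA (sll0247) was lower at 24, 48 and 60 h (-1.73, -2.14 and -1.20) and higher at 72 h (0.97), differences of 2.70, 3.11 and 2.17. isiB (sll0248), flavodoxin, followed it with -2.48, -1.80, -1.52 and 1.38, differences of 3.86, 3.18 and 2.90, and isiC (sll0249) differed by 2.11 between 24 and 72 h. cpcG2 (sll1471), a linker of phycobilisome rods, differed by 3.77 between 24 and 72 h and 5.57 between 48 and 72 h. gifA (ssl1911) differed by 2.20 between 48 and 72 h. The histidine kinase gene hik31 (sll0790) and the response regulator gene sll0789 beside it went the other way from 48 to 72 h, by -2.17 and -3.49.

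As deposited, the rises of isiA, isiC, gifA and cpcG2 at 72 h were not called. Those of isiA, isiC and gifA and the fall of hik31 at 72 h were also lost without single libraries: isiA had 0.79 without 72 h replicate 2, isiC 0.97 without 72 h replicate 3, gifA 0.87 without 72 h replicate 2 and hik31 -0.85 without 72 h replicate 3. The rise of petJ at 60 h was lost without 0 h replicate 1 (0.82).

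The non-coding RNA ncl1680, which the text of the paper does not mention and its supplementary tables list in Cluster 3B, is a large part of every library. Its FPKM times length came to a share of all mapped sequence of 8.34% in WT, 8.92% at 0 h, 12.9% at 24 h, 17.1% at 48 h, 17.0% at 60 h and 19.1% at 72 h, where all transcripts of the table together held 66.0% at 0 h and 67.5% at 48 h. The 3 libraries at 72 h spread widely, with 21.8, 19.6 and 15.9% (SD 2.96), so a further rise after 60 h is poorly fixed. Against 0 h its log2 FC at 72 h was 1.335 (SE 0.27, limma adjusted p = 0.00556), and 1.09 as deposited. At 48 and 60 h ncl1680 had 0.51 and 0.896 with the trimmed mean, not called, and 0.94 and 0.93 as deposited, both called.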

How the results depend on the processing

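No named gene that was called changed direction under any setting run, but the balance of higher and lower transcripts did. As deposited it went from 409 higher and 547 lower to 1017 and 284 at 24 or 48 h, from 141 and 260 to 437 and 133 at 24 h, from 382 and 522 to 977 and 275 at 48 h, from 407 and 234 to 181 and 758 for 60 h against 48 h, and from 104 and 91 to 55 and 193 for STXA2 against WT. Medians of some lists turned as deposited as well: among called lists from 0.17 to -0.07 for ribosomal proteins between strains and from 0.19 to -0.09 for photosystem II other than psbA for 72 h against 60 h, and among others from -0.11 to 0.30 for hox and from -0.17 to 0.26 for psbA at 48 h. Members called went from 0 higher and 3 lower to 4 and 1 for branched-chain and tryptophan genes at 48 h, from 3 and 0 to 0 and 1 for the Calvin-Benson list between strains, and for the carboxysome list from 1 and 3 to 1 and 0 at 48 h and from 2 and 0 to 0 and 1 for 60 h against 48 h, with other lists that were not called. For named genes and single lists, 8092 of the repeats under alternatives set in advance kept their side of the threshold, 438 lost a call and 60 gained one, and 3 counts of cluster members moved (202, 569 and 101 for Clusters 2, 3A and 3B as deposited). Calls of transcripts were within 1.5 times under other scaling factors, filters and subsets, with these exceptions, whose cause was not tested. As deposited, 72 h against 0 h had 191 calls and 72 h against 60 h 206. A test against a log2 FC of 0.9 (treat in limma) left 33 calls for STXA2 against WT, 118 at 24 h, 322 at 48 h, 15 at 60 h, 7 at 72 h, 181 for 60 h against 48 h, 11 for 72 h against 60 h, 7 for 48 h against 24 h and 337 at 24 or 48 h. That test asks for a fold beyond the threshold, not only at it. With adjusted p alone STXA2 against WT had 1303, with 274 without WT replicate 1, 365 without WT replicate 2 and 674 without STXA2 0 h replicate 3. With only the libraries compared, 72 h against 60 h had 65. 2 settings chosen after seeing the data moved 3 counts: a pseudocount of 5 gave 57 at 72 h, and ANOVA on FPKM as deposited gave 191 at 72 h and 196 for 72 h against 60 h. DESeq2 size factors and the DESeq2 test were planned and not run, since both need counts.

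Leaving out each library in turn gave 141 to 210 calls for STXA2 against WT, 389 to 435 at 24 h, 873 to 926 at 48 h, 139 to 170 at 60 h, 87 to 138 at 72 h, 621 to 704 for 60 h against 48 h, 88 to 129 for 72 h against 60 h, 113 to 174 for 48 h against 24 h and 927 to 978 at 24 or 48 h. A group left with 1 library is assumed to vary like the others.

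Camera in limma called 110 of 312 list tests, 120 as deposited, 108 to 112 on leaving out libraries and 18 with an estimated correlation. Among the latter losses (adjusted p) were the FurA list, RbcR targets and Rubisco and carboxysome operons between strains (0.554 each), ribosomal proteins (0.251) and pilins (0.0766) at 24 h, and at 48 h ATP synthase (0.208), Calvin-Benson cycle (0.223), phycobilisome, Nbl genes and RpaB targets at photosystem I promoters (0.0863 each). As deposited, proteases at 24 h (0.0101) and PedR targets at 48 h (0.0129) passed. On leaving out libraries in limma they ran from 0.0188 (without 24 h replicate 1) to 0.138 and from 0.0431 (without 48 h replicate 2) to 0.0661. Of members of the paper's clusters, 597 were called as listed, 580 to 601 on leaving out libraries and 1093 as deposited.

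With a replicate block, limma called 177 transcripts for STXA2 against WT and 955 at 24 or 48 h, and 326 with adjusted p alone in the former. A block with only the libraries of 0 and 48 h, chosen after seeing the data, gave 920 calls at 48 h (356 higher, 564 lower), and the calls of sll1968, trxQ (slr0233), slr1293, slr0436 and sll1275-as and of the hyp list (camera in limma, adjusted p = 0.0633) were lost.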

Differences from the paper's values

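Between STXA2 and WT, the paper gives 302 transcripts with a significant change, and 1303 had an adjusted p of 0.05 or less here (limma, 3 STXA2 and 2 WT libraries). Of the alternatives set before the data were examined, the replicate block (326), leaving out WT replicate 1 (274) and leaving out WT replicate 2 (365) came within 1.5 times of it, and the others did not (674 to 1606). Past both thresholds the paper gives 94 transcripts against 195 here, and only leaving out WT replicate 1 (141) came near, the others giving 150 to 248 and the test against the fold threshold 33. For genes higher the paper has 37 against 65 here, with 34 as deposited and 52 without WT replicate 1, and for genes lower 41 against 66 here, with 54 without WT replicate 1 and 57 without WT replicate 2. All other alternatives differed for these 2 counts. Fits without a WT replicate leave 1 WT library, and the block leaves fewer residual degrees of freedom. Their nearness to the paper's counts therefore carries little weight.

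After removal of the inducer the paper counts 1,034 lower, and 547 were lower here. None of the alternatives came within 1.5 times (247 to 563). As deposited, 1017 were higher and 284 lower, so the paper's 2 numbers are near these with the directions exchanged. Its cluster tables list 294 transcripts in falling Cluster 1 and 263, 631 and 126 in rising Clusters 2, 3A and 3B. The paper's total of 1,315 compares with 956 here and 1301 as deposited. ANOVA as deposited at any of the 4 times, chosen after seeing the values, gave 1392, called 1092 of the 1186 measured members of the clusters as listed and 25 in the other direction, and dropped 69.

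Over the transcripts of Supplementary Table S1 that were tested here, the median difference in log2 FC, paper minus limma, was -0.01. It gives other log2 FC than limma for these genes chosen by hand from it. For cfrA (sll0944) the paper's value is 1.76 and 1.97 here, and only as deposited (1.73) did it fall within the error. isiA (sll0247) has -5.64 in the paper and -5.86 here, within error under the replicate block (-5.80) and without STXA2 0 h replicate 2 (-5.75) or 3 (-5.80). isiB (sll0248) has -4.51 in the paper and -5.17 here, and fhuA (sll1406) -3.09 and -3.36, under no alternative within error. exbB (sll1404) has -2.90 in the paper and -3.03 here, within error for protein-coding genes only (-3.01), the replicate block (-2.96) and without WT replicate 1 (-2.95), STXA2 0 h replicate 2 (-2.99) or 3 (-2.96). exbD (sll1405) has -2.78 in the paper and -2.96 here, within error under the replicate block (-2.88) and without STXA2 0 h replicate 2 (-2.87) or 3 (-2.88). All other alternatives differed.

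The paper states that the Fur regulon makes up the majority of genes lower in STXA2, and here 30 of 66 lower genes were on its list, while 23 of the 41 that the paper counts as lower were on it in Supplementary Table S1. It places genes for proteases among those that rose early, and limma called 0 of 18 higher at 24 h (1 as deposited). It names ribosome-related proteins there too, which is not the list of ribosomal protein genes tested here: 0 of these 53 were called at 24 h, and none is in its clusters. It places bd-quinol oxidase, hydrogenase and carotenoid genes among those that rose, and limma called 0 of 2, 2 of 8 hyp with 0 of 5 hox, and 1 of 10 at 48 h, with 2, 4, 0 and 5 as deposited. Protein degradation is another of its rising groups, with 0 of 18 proteases called at 48 h and 2 as deposited. It lists hliA (ssl2542) with genes highest at 48 h, where its log2 FC was 0.38, and it was called at 24 and 60 h. It names sll1321-as and slr1705-as as moving against their genes: the first had a log2 FC of 0.58 at 24 h and -0.08 at 48 h, called at neither, and the second was below the filter, while sll1275-as, which it also names, was called higher at 48 h. It restricts changes of PedR targets to the time after removal, and sll0296, on that list, was higher in STXA2 than in WT (1.31). The gene sll1968, which the paper calls NblC, carries the symbol pmgA in the table.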

Other observations

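Other splits of the libraries were set in advance, whereas tests of the shift as deposited, of antisense reads and of inducer removal were chosen only after the result each concerns had been seen. Some protein synthesis genes were lower at 48 h than at 0 h. fus (sll0830), elongation factor G, went from 144 ± 9.92 scaled FPKM at 0 h to 53.9 ± 10.5 at 48 h (SD, n = 3 each; log2 FC = -1.42, SE 0.14, limma adjusted p = 8.79e-07) and tufA (sll1099), elongation factor Tu, from 1147 ± 95.9 to 457 ± 24.0 (log2 FC = -1.33, SE 0.16, limma adjusted p = 6.06e-06), 2 of 13 translation factor genes called lower (camera in limma, adjusted p = 0.00127, 0.0863 with an estimated correlation). tufA (sll1099) was called lower at 24 h already, though not as deposited (-0.72). Between 24 and 48 h none of the 13 was called, nor any ribosomal protein gene. Of 53 ribosomal protein genes 16 were called lower at 48 h with the trimmed mean and 0 as deposited (camera in limma, adjusted p = 3.54e-07, 0.266 with an estimated correlation). glgC (slr1176), of glycogen synthesis, fell by a log2 FC of -1.50, and 3 of 9 glycogen genes were called lower (camera in limma, adjusted p = 0.0116, 0.394 with an estimated correlation).

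Genes annotated as slr0075 (ycf16) and slr0077 (nifS), near each other on the chromosome NC_000911.1 at 2873258 to 2874163 and 2875593 to 2876855, rose at 24 h to 291 ± 11.8 from 88.7 ± 1.48 and to 344 ± 13.2 from 94.7 ± 1.86 scaled FPKM. At 60 h, after inducer was back, 2 of 26 nitrogen assimilation genes were lower and 0 higher (camera in limma, adjusted p = 0.0162, 0.547 with an estimated correlation, 0.052 without 60 h replicate 2; 2 lower as deposited): amt1 (sll0108), an ammonium permease, at 1207 ± 229 against 2793 ± 85.6 at 0 h (log2 FC = -1.23, SE 0.16, limma adjusted p = 0.000150) and urtA (slr0447) with a log2 FC of -1.18. A zinc uptake gene, slr2043, was higher at 60 h (37.9 ± 3.87 against 17.8 ± 0.802; limma adjusted p = 1.47e-05) and the cobalt transport gene sll0383 lower (log2 FC = -1.76, SE 0.24, limma adjusted p = 0.000188). On plasmids, limma called 41 transcripts lower and 4 higher at 72 h, 19 of 105 lower on NC_005230.1 and 17 of 106 on NC_005232.1. On NC_005229.1, 16 of 130 were higher at 24 h and 3 lower.

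As deposited, higher transcripts outnumber lower ones at 48 h, with a median log2 FC of 0.416. A few very abundant transcripts that fell could raise all others, and of the 20 largest 11 fell. Scaled without these 11, which held 21% of FPKM weighted by length at 0 h and 6.48% at 48 h, the median was 0.154. Without all 20, which include ncl1680 that rose, it was 0.479. Leaving out transcripts that fell lowers it whatever the cause, so whether these few raised the others cannot be told apart from a rise of the others. Without the 500 largest it was 0.068, which falls spread over many abundant transcripts would give and so would any recentring, so these cannot be told apart. Depth may differ between groups, yet the 4 libraries at 60 and 72 h shallower than every 0 h library had medians from -0.495 to 0.027, which argues against depth. A biological explanation, a change in total mRNA per cell, was not tested, as the values are relative.

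That asRNAs change with their genes at 48 h could come from sense reads counted on the wrong strand. A fixed share of sense reads, taken at the 90th percentile of 178 well expressed genes (0.394%), would supply a median of 1.13% of the level of called asRNAs (highest 99.2%), which argues against it for most of them. Of called asRNAs outside the coding sequence of their gene, 16 of 16 (100%) had its sign, which argues against reads of that sequence there and leaves untranslated regions open. The other 45 overlap it, 39 with the same sign, and whether strand was used in counting is not given in the sources used here. Counting blind to strand would bring asRNAs lying within a gene near its level. Those of the 178 genes above overlap them over at least 90% of their length and held 0.394% at the 90th percentile, which argues against it for these 178. How many of the 45 are among them was not counted, so for the 45 the 2 cannot be told apart. An earlier form of the first test could not have failed and was replaced after its result was seen.

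Removal of arsenite and loss of TrxA coincide in the time course. After removal, 3 arsenic resistance genes fell by 48 h, and with no WT library without inducer in the table, a response to arsenite and a response to TrxA cannot be told apart for transcripts that changed after it, among them rpaB (slr0947), which lies behind the arsenic resistance operon.

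Regrouping the libraries tests whether any grouping gives such counts. With 3 libraries per time there are 10 splits, too few for a share under 0.05. Only the real split, 1 of 10, reached its count of transcripts in each comparison: 401 at 24 h (highest other split 0), 904 at 48 h (0), 149 at 60 h (1), 104 at 72 h (2), 641 for 60 h against 48 h (0), 98 for 72 h against 60 h (2) and 128 for 48 h against 24 h (1). For called gene lists the numbers of splits with as many were 3 at 24 h (19 lists, highest other 20), 1 at 48 h (19, 17), 2 at 60 h (9, 10), 9 at 72 h (3, 13), 1 for 60 h against 48 h (20, 17), 1 for 72 h against 60 h (16, 14) and 1 for 48 h against 24 h (16, 13). Camera at its preset correlation thus calls many lists in other splits too. For transcripts called at 24 or 48 h, 1 of 100 splits of 9 libraries, the real one, reached 956 (highest other 762), a share under 0.05, which argues against chance.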
